# A transcriptome atlas of the mouse iris at single-cell resolution defines cell types and the genomic response to pupil dilation

**DOI:** 10.7554/eLife.73477

**Published:** 2021-11-16

**Authors:** Jie Wang, Amir Rattner, Jeremy Nathans

**Keywords:** pupils, ocular structure, smooth muscle, single-cell sequencing, Mouse

## Abstract

The iris controls the level of retinal illumination by controlling pupil diameter. It is a site of diverse ophthalmologic diseases and it is a potential source of cells for ocular auto-transplantation. The present study provides foundational data on the mouse iris based on single nucleus RNA sequencing. More specifically, this work has (1) defined all of the major cell types in the mouse iris and ciliary body, (2) led to the discovery of two types of iris stromal cells and two types of iris sphincter cells, (3) revealed the differences in cell type-specific transcriptomes in the resting vs. dilated states, and (4) identified and validated antibody and in situ hybridization probes that can be used to visualize the major iris cell types. By immunostaining for specific iris cell types, we have observed and quantified distortions in nuclear morphology associated with iris dilation and clarified the neural crest contribution to the iris by showing that *Wnt1-Cre*-expressing progenitors contribute to nearly all iris cell types, whereas *Sox10-Cre*-expressing progenitors contribute only to stromal cells. This work should be useful as a point of reference for investigations of iris development, disease, and pharmacology, for the isolation and propagation of defined iris cell types, and for iris cell engineering and transplantation.

## Introduction

The iris, a thin disc of light-absorbing tissue with a central opening, is located in front of the lens and divides the eye into anterior and posterior chambers (Figure 1A). Muscular contraction within the iris controls the diameter of the central opening – the pupil – to adjust the amount of light impinging on the retina. The iris has been an object of popular and scientific fascination for centuries, most likely as a consequence of its position as the principal target of gaze fixation in interpersonal encounters, the unconscious responses of the pupil to different psychological states, and the great diversity in iris appearance/pigmentation among humans (Duke-Elder and Wybar, 1961; Larsen and Waters, 2018).

**Figure 1.**
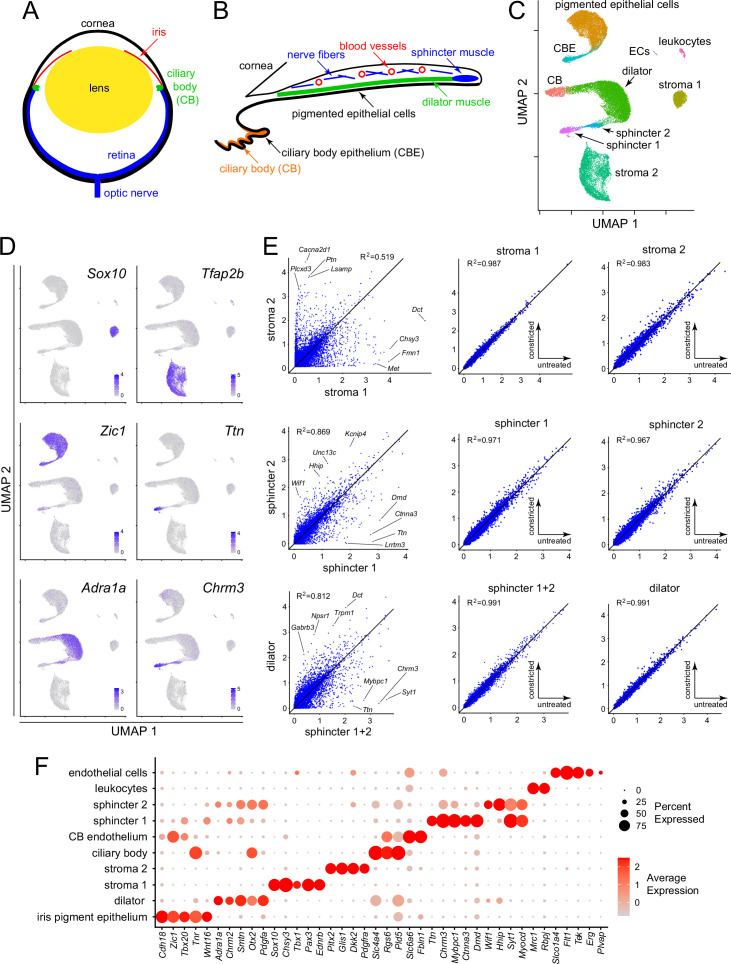
Single nucleus RNAseq (snRNAseq) defines the major cell types in the mouse iris. (**A**) Schematic cross section of a mouse eye. (**B**) Schematic cross section of the mouse iris and ciliary body showing the locations of the major structures. (**C**) Uniform Manifold Approximation and Projection (UMAP) representation of snRNAseq from untreated, constricted, and dilated mouse irises, with major cell types indicated. CB, ciliary body; CBE, ciliary body epithelium; ECs, endothelial cells. (**D**) UMAP plots, as in (**C**), with examples of read counts (in blue) for individual transcripts that define distinct iris cell types. Color intensities represent the scaled average expression level per cell. (**E**) Scatter plots of snRNAseq read counts (log_10_ average normalized expression) and R^2^ values for pairwise comparisons of all transcripts between the indicated cell types. For each of the three rows, the left plot is the comparison of interest, obtained from untreated irises, and the right two plots show comparisons to assess technical variation between different snRNAseq datasets (untreated vs. constricted irises). (**F**) Dot plot showing transcript abundances across iris cell types for a subset of transcripts that define distinct cell types. In this and all other dot plots, the percentage of cells expressing the indicated transcript is represented by the size of the circle, and the average expression level per cell (the scaled average SCTransform normalized expression calculated with Seurat) is represented by the intensity of the circle.

**Figure 1—figure supplement 1.**
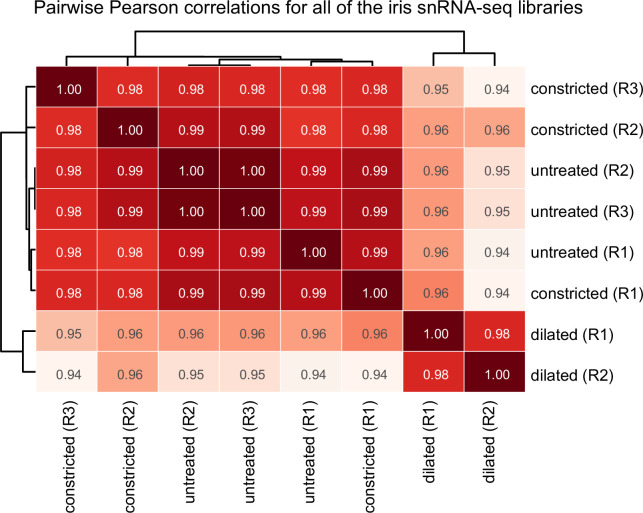
Pairwise Pearson correlations for all of the iris single nucleus (sn)RNAseq libraries. Correlations are for RNAseq read counts for all transcripts. Constricted and untreated libraries are nearly indistinguishable (R^2^ = 0.98–0.99).

**Figure 1—figure supplement 2.**
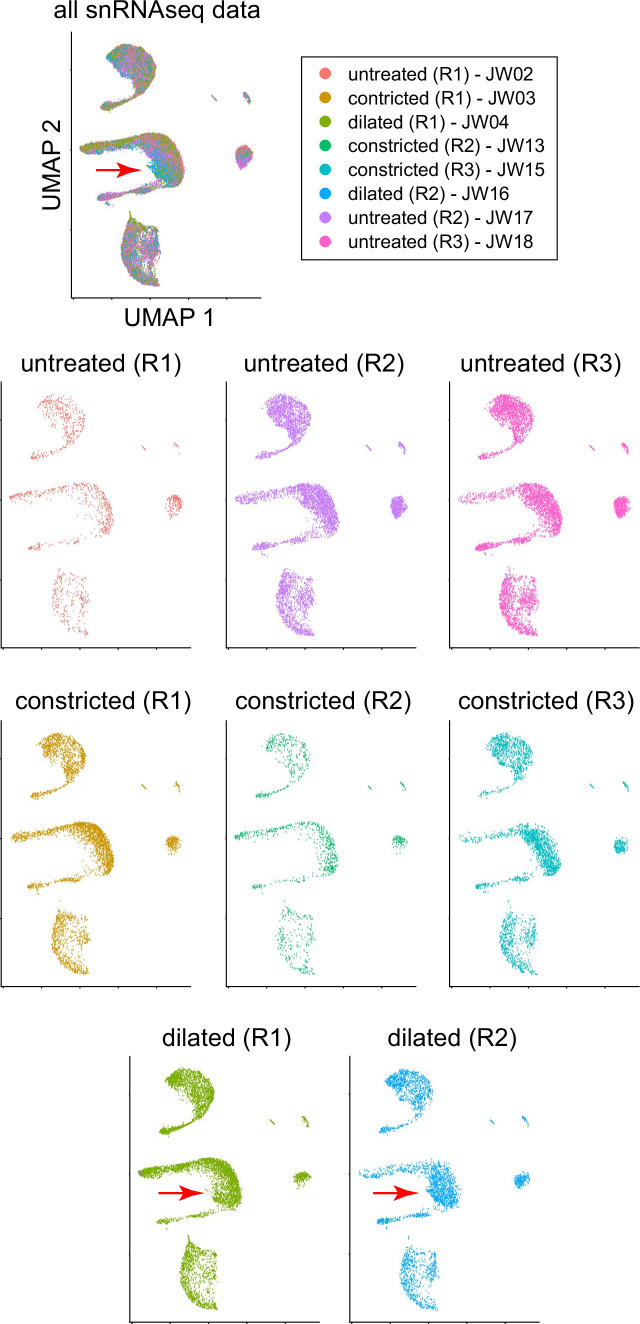
Uniform Manifold Approximation and Projection (UMAP) plots for all of the iris single nucleus (sn)RNAseq libraries. The red arrows indicate the small shift in the location of the dilator muscle cell cluster upon pupil dilation.

The iris is also of clinical significance as the site of inflammation in anterior uveitis, as a reporter of neurologic function via the pupillary light response, and as one of the tissues affected in a variety of congenital malformations such as coloboma or aniridia, in which part or all of the iris is missing (Vaughan et al., 1992). For more than a century, neural and pharmacologic control of the iris’s radial/dilator and circumferential/sphincter muscles has served as a paradigm for the integration of clinical and basic sciences (Thompson, 1992; Williams et al., 2000; Wilhelm, 2011). The superficial location of the iris and its accessibility within an optically clear structure has facilitated quantitative analyses of iris structure, function, and disease, and the effect of genetic variation on iris development and appearance (Loewenfeld and Newsome, 1971; Davis-Silberman and Ashery-Padan, 2008; McDougal and Gamlin, 2015; Simcoe et al., 2021).

The human pupil exhibits an ~4-fold variation in diameter between constricted and dilated states (Duke-Elder and Wybar, 1961). Under natural conditions, there are extended periods of pupil constriction, induced by sunlight during the day, alternating with extended periods of pupil dilation, induced by darkness at night. Pharmacologic dilation, produced by topical administration of an alpha-adrenergic agonist and/or a muscarinic antagonist, is widely used in the context of routine ophthalmologic exams and ocular surgery (Paggiarino et al., 1993; Motta et al., 2009). In response to constriction and dilation, several iris cell types exhibit striking changes in shape and in the arrangement of their plasma membranes and cytoskeletal fibers (Lim and Webber, 1975a). At present, there are no known molecular correlates of these cellular responses.

We have undertaken the present study to provide foundational information for future investigations of iris structure, function, development, and disease. Our approach has been to define the transcriptome profiles of all of the major cell types of the mature murine iris by single nucleus (sn)RNAseq, to use those profiles to define the full repertoire of those cell types and the relationships among them, and to explore how the transcriptome changes within each iris cell type in response to pupil dilation or constriction. Using transcription factors as cell type-specific markers, we have also visualized the nuclear deformations that occur in response to pupil dilation and assessed the neural crest origin of different iris cell types.

## Results

### The major cell types of the mouse iris

The diversity of cell types in the iris – which includes muscle, epithelial, and stromal cells – suggested that homogenizing the iris and purifying nuclei might provide a more comprehensive and uniform sampling than would enzymatically dissociating the iris into single cells. Tissue homogenization has the added advantage that regulated RNA synthesis and degradation should largely cease upon cell disruption and dilution of the nuclei into homogenization buffer. By contrast, with enzymatic dissociation preparatory to single-cell (sc)RNAseq, transcriptome changes can be observed during the 30–60 min required for cell dissociation and processing (Lacar et al., 2016; Hrvatin et al., 2018). A potential disadvantage of snRNAseq relative to scRNAseq is that it is insensitive to changes in RNA abundance arising from changes in RNA stability in the cytoplasm.

To prepare mouse iris and ciliary body samples for snRNAseq, nuclei were purified following: (1) continuous pupil dilation (mydriasis) for six and one-half hours with hourly 5% phenylephrine +1% cyclopentolate eye drops (two replicates), (2) continuous pupil constriction (miosis) for six and one-half hours with hourly 5% pilocarpine eye drops (three replicates), or (3) no treatment (three replicates). 

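Nuclei were profiled in 8 libraries, 3 from untreated irises, 3 from constricted irises and 2 from dilated irises. Each library came from its own pool of irises, so the libraries are the replicates and the nuclei within a library are not. The authors deposited the number of unique molecular identifiers (UMIs) that they counted on each of 22873 genes in each nucleus, without normalization, and the cell type that they gave to the nucleus. Their counts include reads from exons and introns of mm10 (Cell Ranger 3.1.0), and nuclei with >1% mitochondrial transcripts, <500 or >6000 transcripts had already been removed. The UMIs were summed here over the nuclei of each cell type in each library. Transcript levels are given as counts per 1000000 UMIs (CPM), as mean ± SD over the libraries of a condition. Gene positions are those of the GENCODE annotation of mm10. Differences between conditions were tested with edgeR's quasi-likelihood test on the summed counts, with all 8 libraries in one fit per cell type. The paper's cutoffs were kept, a log2 fold change above 0.6 or below -0.6 and an adjusted p-value under 0.05 (Benjamini-Hochberg over the genes tested in a cell type). They were applied to edgeR's log2 fold changes, whereas the paper's fold changes are on another scale and its p-values were Bonferroni-adjusted.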

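The mice with dilated pupils were kept in the dark and those with constricted pupils in the light, so that drug and lighting cannot be told apart in either comparison. The libraries were processed in 5 batches and sequenced in 2 runs, and the paper's text does not say which library was in which. The library numbers in the sample labels fall into 3 series of consecutive numbers. Replicate 1 of each condition forms one series, constricted replicate 2 stands alone, and the other 4 libraries form the last. The closing section gives the number of changed transcripts when this series is a term of the fit, an alternative chosen after the data had been seen.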

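The counts cover 34357 nuclei and 109565284 UMIs. Untreated irises gave 14365 nuclei with 44449551 UMIs, constricted irises 8965 nuclei with 28208859 UMIs and dilated irises 11027 nuclei with 36906874 UMIs. The smallest library by nuclei was constricted replicate 2, with 1274, and the largest was dilated replicate 1, with 7321. UMIs per library ranged from 5189437 in untreated replicate 1 to 25136427 in dilated replicate 1. The number of genes detected per nucleus, averaged over the 8 library means, was 1759.7, with values between 500 and 5956 in single nuclei. The number of UMIs per nucleus averaged 3189 over all nuclei. Mitochondrial transcripts made up at most 0.991% of the UMIs of a nucleus.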

Six and one-half hours was chosen as the duration for dilation or constriction to provide sufficient time for any changes in gene expression to be fully manifest. snRNAseq data were obtained from a total of 34,357 nuclei (dilation: 11,027 nuclei; constriction: 8965 nuclei; no treatment: 14,365 nuclei) with a mean of 1760 transcripts detected per nucleus, using the 10× Genomics Chromium platform (Supplementary file 1). The data were analyzed using the Seurat platform. Among independent replicates from mice subject to the same treatment, RNAseq read counts showed pairwise Pearson correlations of 0.98–0.99 (Figure 1—figure supplement 1). Therefore, for all subsequent analyses, each set of replicate samples were merged into a single dataset. 

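Whole libraries were compared by the Pearson correlation, across the 22873 genes, of log10(1 + counts per 10000 UMIs). Genes are not independent replicates, so no p-value is given. The 7 pairs of libraries from the same condition had correlations from 0.981 to 0.998, with a mean of 0.987. The highest was between untreated replicates 2 and 3, and the next highest was 0.989. The 9 pairs of a constricted and an untreated library lay between 0.979 and 0.991, with a mean of 0.987. The 12 pairs of a dilated library with a constricted or untreated library were lower, from 0.963 to 0.983, with a mean of 0.973. Without the log transformation, the lowest correlation within a condition rose to 0.999, the largest shift among the alternatives tried.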

Female albino mice were used throughout this study to facilitate visualization of fluorescent antibody and in situ hybridization (ISH) probes.

Ten iris cell clusters were identified with Seurat, and their identities were subsequently assigned by immunostaining and ISH, as described below. A Uniform Manifold Approximation and Projection (UMAP) plot of the snRNAseq data revealed a distinctive distribution of the 10 clusters (Figure 1B and C): (1) a comma shape, consisting of the iris pigment epithelium (PE) and the adjacent and contiguous ciliary body epithelium (CBE), (2) a C-shaped arc in which dilator muscle connects to non-epithelial ciliary body cells on one side and sphincter muscle on the other side, (3) two widely separated clusters of stromal cells (referred to as stroma 1 and stroma 2), and (4) small clusters of leukocytes and endothelial cells. 

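The authors' labels divide the nuclei into 10 cell types. Dilator muscle was the most frequent, with 11606 nuclei, followed by iris PE with 8704 and stroma 2 with 6763. Stroma 1 contributed 2315 nuclei, CBE 1295, CB 1291, sphincter 1 1011 and sphincter 2 712. Leukocytes, with 387 nuclei, and endothelial cells, with 273, were the least frequent, and a single library held as few as 13 leukocytes (untreated replicate 1) and 12 endothelial cells (constricted replicate 2). In untreated irises, the median number of UMIs per nucleus ranged from 1957 in endothelial cells to 3460.5 in sphincter 2. Scrublet, run on each library, called 415 of the nuclei (1.21%) doublets, and the shares were highest among leukocytes (10.6%), sphincter 1 (8.01%) and endothelial cells (6.96%).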

UMAP plots are well matched across treatment conditions and independent replicates (Figure 1—figure supplement 2), with the only visually apparent difference being a small shift in the location of the dilator muscle cell cluster upon pupil dilation.

Some cluster identities could be inferred based on existing physiologic data. For example, classic pharmacologic studies have shown that the dilator muscle is responsive to alpha-adrenergic agonists and the sphincter muscle is responsive to muscarinic agonists. 

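*Adra1a* lies on chromosome 14 from 66635251 to 66771168, and *Chrm3* on chromosome 13 from 9875486 to 10360847. In untreated irises, *Adra1a* was at 479 ± 25.8 CPM in dilator muscle (SD, n = 3 libraries) and at 22.3 ± 23.2 CPM in sphincter 1, from 7044 and 63 UMIs. The level in dilator muscle was 2.12-fold that of the next cell type, sphincter 2, a log2 ratio of 1.08. It was 1.19 without the nuclei called doublets, the alternative that moved it most. Of dilator nuclei, 69.3% had at least 1 *Adra1a* UMI, compared to 4.57% of iris PE nuclei, at median depths of 3410 and 3173 UMIs per nucleus. After each nucleus was thinned to 1000 UMIs, these shares were 35.8% and 1.81%. *Chrm3* was at 3958 ± 154 CPM in sphincter 1 and at 22.3 ± 3.83 CPM in dilator muscle, and the share of nuclei with a *Chrm3* UMI was 99.2% and 6.85% (93.9% and 2.43% after thinning). Outside the sphincter, the highest level of *Chrm3* was in endothelial cells, at 722 ± 181 CPM, and the level in sphincter 1 was 5.48-fold that level.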

As shown in Figure 1D, transcripts coding for the alpha-1A adrenergic receptor (*Adra1a*) are enriched in the dilator cluster, and transcripts coding for muscarinic acetylcholine receptor 3 (*Chrm3*) are enriched in the sphincter cluster. 

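In the untreated sphincter 2 nuclei, *Adra1a* was at 226 ± 26.9 CPM and *Chrm3* at 665 ± 124 CPM (SD, n = 3 libraries). A UMI of *Adra1a* was found in 45.3% of these nuclei (22.8% after thinning) and a UMI of *Chrm3* in 65.2% (42.4%), at a median depth of 3460.5 UMIs. In sphincter 1 the share for *Adra1a* was 5.27% (0.863%), at a median depth of 3332 UMIs. Both shares in sphincter 2 lie far above those of the 2 transcripts in stroma 1, 2.67% and 3.82% at a median depth of 2691 UMIs.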

Interestingly, the sub-cluster of sphincter cells closest to the dilator cluster (referred to as the ‘sphincter 2’ cluster) contains both transcripts. 

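*Sox10* (chromosome 15 from 79154908 to 79165240) was at 963 ± 61.4 CPM in stroma 1 (SD, n = 3 untreated libraries). The next highest level was in endothelial cells, at 72.6 ± 64.0 CPM, 13.3-fold lower. The log2 ratio of 3.73 was 3.16 to 4.34 with 1 untreated library left out, 4.70 without the nuclei called doublets and 4.86 with all 8 libraries. *Tfap2b* (chromosome 1 from 19208914 to 19238576) was at 2698 ± 295 CPM in stroma 2 and at 165 ± 57.5 CPM in leukocytes, the next highest, 16.3-fold lower. Without the nuclei called doublets, the log2 ratio between stroma 2 and the next cell type increased from 4.03 to 5.98. *Zic1* (chromosome 9 from 91358058 to 91365810) was at 764 ± 61.8 CPM in iris PE and 705 ± 160.2 CPM in CBE. In the other cell types it was at 13.9 to 81.4 CPM, highest in leukocytes.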

Other transcripts that show high cluster specificity include transcription factors *Sox10* (stroma 1), *Tfap2b* (stroma 2), and *Zic1* (epithelial cells) (Figure 1D). Transcripts coding for the gigantic muscle protein titin (*Ttn*) are restricted to the most distal sub-cluster of sphincter cells (referred to as the ‘sphincter 1’ cluster).

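*Ttn*, on chromosome 2 from 76703980 to 76982547, was at 1683 ± 356 CPM in sphincter 1 (SD, n = 3 untreated libraries), from 3079 UMIs, and at 8.39 ± 3.91 CPM in sphincter 2, from 11 UMIs. The highest level outside sphincter 1 was 28.6 ± 44.3 CPM in leukocytes, a log2 ratio of 5.88, or 5.13 to 6.19 with 1 untreated library left out and 6.77 over all 8 libraries. A UMI of *Ttn* was present in 70.9% of sphincter 1 nuclei and in 3.00% of sphincter 2 nuclei, or 59.1% and 0.774% after thinning, at median depths of 3332 and 3460.5 UMIs. In dilator muscle the share was 3.18%, so the share in sphincter 2 is not above the background in a cell type outside the sphincter.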

The distinctions between clusters rest on differences in the expression of multiple genes, a small fraction of which are shown in Figure 1F (see also Supplementary file 2). That the stroma 1 vs. stroma 2 and the sphincter 1 vs. sphincter 2 distinctions reflect transcriptome differences substantially larger than the differences associated with sample-to-sample variability is apparent in comparing scatter plots of snRNAseq read counts for these pairwise comparisons (from untreated irises) to scatter plots for each cluster from untreated vs. constricted irises (Figure 1E). 

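The R2 values were computed across 22873 genes from log10(1 + counts per 10000 UMIs) of the pooled nuclei, and genes are not independent replicates. Between untreated stroma 1 and stroma 2, R2 was 0.514, and between 0.504 and 0.522 in the 3 libraries taken singly. Between sphincter 1 and sphincter 2, R2 was 0.879 for the pooled nuclei and at least 0.779 in single libraries. Within a cell type, the untreated and constricted nuclei gave an R2 of 0.987 for stroma 1, 0.983 for stroma 2, 0.972 for sphincter 1 and 0.969 for sphincter 2. Pairs of untreated libraries of the same cell type, each with fewer nuclei, gave 0.922 or more for sphincter 1 and 0.893 or more for sphincter 2, above the highest value between the 2 sphincter types in a single library. The R2 of stroma 1 with stroma 2 changed most when only genes with at least 0.1 counts per 10000 UMIs were used, to 0.319.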

[There is almost no effect of pharmacologic constriction on iris gene expression, as described more fully below.] Figure 1E also shows a scatter plot comparison of dilator vs. sphincter muscles (i.e., sphincter 1 and sphincter 2 clusters combined), showing that the scatter in the cross-cluster comparison is far greater than for the intra-cluster comparisons. These data indicate that the mouse iris contains two distinct types of stromal cells and three distinct types of smooth muscle cells.

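Untreated dilator muscle compared to the nuclei of both sphincter types combined gave an R2 of 0.825, with 0.778 to 0.831 in single libraries. The constricted against untreated comparison gave 0.991 within dilator muscle and 0.981 within the combined sphincter. Pairs of untreated libraries had an R2 of at least 0.975 within dilator muscle and 0.944 within the sphincter.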

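The 2 stromal types were set apart by single transcripts: *Sox10* was at 5.50 CPM in stroma 2 and *Tfap2b* at 27.6 CPM in stroma 1, and the R2 between the 2 types was the lowest of the 3 comparisons between cell types. Among the muscle types, sphincter 1 carried *Ttn* and the highest *Chrm3*, dilator muscle the highest *Adra1a*, and sphincter 2 intermediate levels of both receptors without *Ttn* above background. From the larger scatter between these clusters than between conditions of one cluster, and from the cluster-specific transcripts, the paper concludes that the iris contains the distinct stromal and smooth muscle cell types that it names.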

### Differences between dilator and sphincter muscles

A subset of markers that distinguish the different classes of iris smooth muscle cells were investigated by immunostaining (Figure 2A). Smooth muscle actin (SMA, the product of the *Acta2* gene) is expressed in all three classes of smooth muscle cells (Figure 2C, D and F–H). In iris cross sections, the strands of dilator muscle typically weave in and out of the plane of section (Figure 2B–G), as inferred from SMA immunostaining of iris flat mounts (Figure 2H). Multiple markers for sphincter 1 cells – including neuronal pentraxin-2 (*Nptx2*), NeuN (*Rbfox3*), catenin-alpha3 (*Ctnna3*), muscle creatine kinase (*Ckm*), and titin (*Ttn*) – localized throughout the pupil-proximal 10–15% of the iris (Figure 2B–H). This region coincides with the region of circumferential muscle fibers visualized by SMA immunostaining, implying that sphincter 1 and sphincter 2 cells are intermingled with each other within the mass of sphincter muscle fibers. Nitric oxide synthase-1 (*Nos1*), the NOS isoform enriched in the nervous system and skeletal muscle, is specifically expressed in dilator muscle and localizes in a pattern reciprocal to that of CKM (Figure 2H).

**Figure 2.**
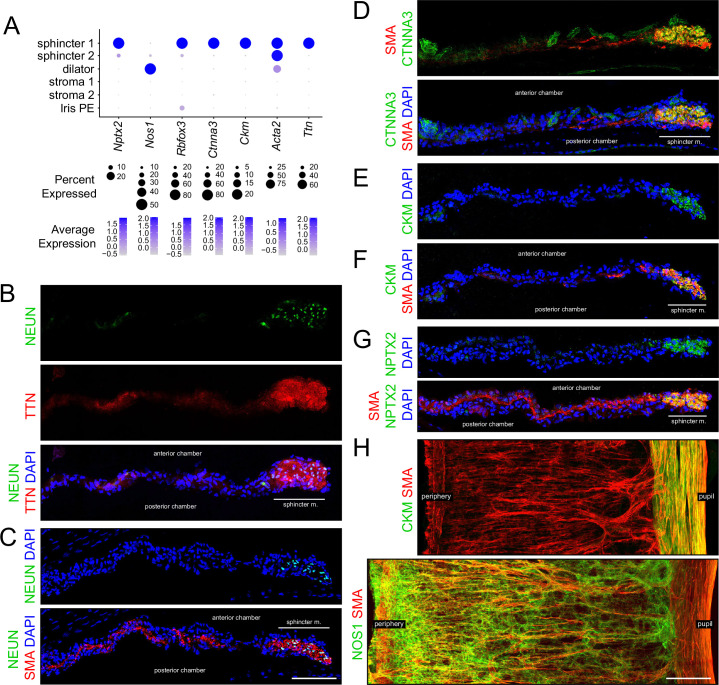
Immunostaining for markers that distinguish sphincter and dilator muscles. (**A**) Dot plot (as described in Figure 1F) showing transcript abundances across a subset of iris cell types for transcripts coding for the markers shown in (**B–H**). *Rbfox3* codes for NEUN. Scales are individualized for each transcript to accommodate the large differences in their abundances. (**B–G**) Cross sections of untreated iris immunostained as indicated. In this and all other figures showing iris cross sections, the cornea is above and the lens is below the region shown. The pupil is to the right and the region encompassing the sphincter muscle is indicated. (**H**) Flat mounts of untreated iris immunostained as indicated. The sphincter muscle occupies the right-most 15–20% of the iris. For each immunostaining analysis in this and subsequent figures, iris cross sections were stained from at least five mice and iris whole mounts were stained from at least two mice. All images are at the same magnification. Scale bars in (**C**) and (**H**), 100 µm.

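The levels behind the dot plot in Figure 2A were computed for the 3 untreated libraries (mean ± SD). *Acta2* was at 613 ± 296 CPM in dilator muscle, 1310.1 ± 281 CPM in sphincter 1 and 1293 ± 237 CPM in sphincter 2. *Nptx2* was at 112 ± 11.7 CPM in sphincter 1, 37.2 CPM in sphincter 2 and 0.565 CPM in dilator muscle. For *Rbfox3*, the levels were 768 ± 108 CPM in sphincter 1, 151 CPM in sphincter 2, 159 CPM in iris PE and 8.63 CPM in dilator muscle. *Ctnna3* reached 1437 ± 60.1 CPM in sphincter 1, against 42.5 CPM in sphincter 2 and 42.8 CPM in dilator muscle. *Ckm* was at 70.0 ± 28.2 CPM in sphincter 1 and at 2.47 and 1.29 CPM in sphincter 2 and dilator muscle. Each of these differences between sphincter 1 and the other muscle types exceeds the SD between libraries, except for *Acta2*, whose levels in the 2 sphincter types lie within 1 SD of each other.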

**Figure 2—figure supplement 1.**
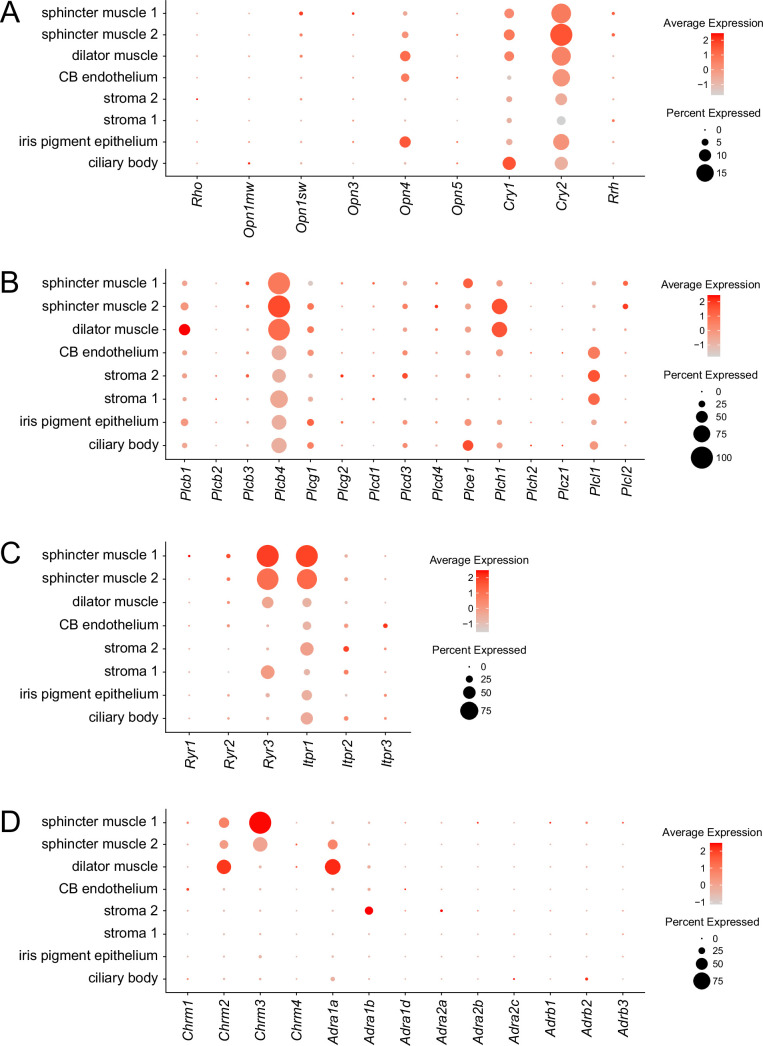
Abundances of transcripts coding for signal transduction components in each of the principal iris cell types. Dot plots are as described in Figure 1F. (**A**) Light receptors. (**B**) Phospholipase C family members. (**C**) Channels for calcium release from intracellular stores. (**D**) Cholinergic and adrenergic receptors.

Markers for iris smooth muscle cells were also localized by ISH, using the RNAscope platform (Figure 3A). This analysis localized transcripts for *Nos1* to dilator muscle, *Ttn* to sphincter muscle, and myosin heavy chain-11 (*Myh11*) to both dilator and sphincter muscles (Figure 3B and C). Transcripts coding for synaptotagmin-1 (*Syt1*), a calcium sensor that regulates neurotransmitter release, localized to sphincter 1 and sphincter 2 cells (Figure 3B and C). As predicted from the UMAP analysis, *Adra1a* transcripts are enriched in dilator muscle and *Chrm3* transcripts are enriched in sphincter muscle (Figure 3D).

**Figure 3.**
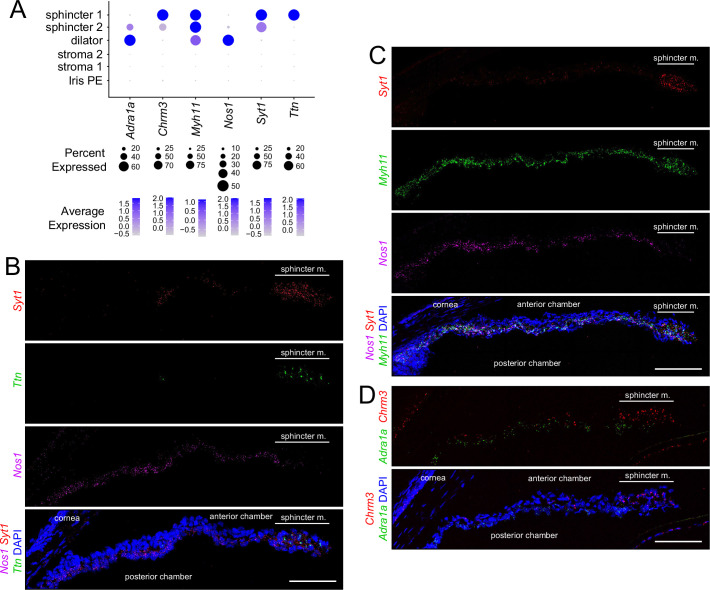
In situ hybridization for markers that distinguish sphincter and dilator muscles. (**A**) Dot plot (as described in Figure 2A) showing transcript abundances across a subset of iris cell types for transcripts coding for markers shown in (**B–D**). (**B–D**) Cross sections of untreated iris hybridized with the indicated probes. All images are at the same magnification. For each in situ hybridization analysis in this and subsequent figures, iris cross sections were hybridized from at least three mice. Scale bars, 100 µm.

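In the untreated libraries behind Figure 3A (n = 3, mean ± SD), *Nos1* (chromosome 5 from 117781032 to 117958840) was at 246 ± 26.1 CPM in dilator muscle, 34.4 ± 12.7 CPM in sphincter 2 and 13.1 ± 2.63 CPM in sphincter 1. The log2 ratio of dilator muscle to the next cell type was 2.84, and it ranged from 2.51 to 3.08 with each untreated library left out. *Myh11* was present in all 3 muscle types, at 1931 ± 219 CPM in dilator muscle, 2939.8 ± 268 CPM in sphincter 1 and 2801 ± 344 CPM in sphincter 2, and at 212 ± 20.5 CPM in endothelial cells. *Syt1* was at 4497 ± 328 CPM in sphincter 1, 2112 ± 359.9 CPM in sphincter 2 and 40.2 ± 1.52 CPM in dilator muscle.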

Except for the adrenergic and cholinergic receptors, the physiologic significance of differential gene expression in the different iris smooth muscle subtypes is unclear. Titin, the largest member of the mammalian proteome (~27,000 to ~35,000 amino acids, depending on the splice isoform) connects the Z-disk to the M-band in striated muscle and appears to act as an elastic element, responding to muscle tension by progressively unfolding its many small domains (Chauveau et al., 2014). A similar elastic role in the sphincter 1 cells appears plausible in light of the 4-fold change in pupil diameter – and, hence, sphincter muscle length – with dilation and constriction. Why Titin would not similarly be required in dilator muscle is unclear. The localization of CTNNA3 to sphincter 1 cells represents a second structural/cytoskeletal distinction between sphincter and dilator muscle. Alpha-catenins heterodimerize with beta-catenins at adherins junctions and they regulate actin filament assembly, coordinating junctional and cytoskeletal architectures (Takeichi, 2018).

The localization to sphincter cells of NeuN, neuronal activity-regulated pentraxin-2 (NPTX2), and synaptotagmin-1 (SYT1) – all of which are enriched in the nervous system – suggests that gene expression in sphincter cells has a partially neuronal character. NeuN/RBFOX3 is an RNA-binding protein that regulates differential pre-mRNA splicing (Kim et al., 2009; Kim et al., 2013; Duan et al., 2016). NPTX2 (formerly NARP), the product of a neuronal immediate-early gene, is an extracellular protein that enhances neurite outgrowth, clusters AMPA receptors, and promotes synaptic plasticity (Tsui et al., 1996; O’Brien et al., 1999). SYT1 promotes calcium-triggered synaptic vesicle fusion by arresting the SNARE complex in the pre-fusion state under low calcium conditions and then allowing the SNARE complex to ‘zipper up’ its alpha helices and promote membrane fusion in high calcium (Zhou et al., 2017; Ramakrishnan et al., 2020).

The cell-type-specific transcriptomes derived from snRNAseq provide an opportunity to systematically assess signal transduction components that regulate iris smooth muscle function. In amphibia, birds, fish, and non-primate mammals, pupil diameter is controlled both by a retina-brainstem-sympathetic/parasympathetic-iris smooth muscle circuit and by the intrinsic light sensitivity of the iris musculature (Douglas, 2018). Studies of knockout mice show that the intrinsic pathway is mediated by the G-protein coupled receptor (GPCR) photopigment melanopsin (OPN4) via activation of phospholipase C-beta2 and beta4 (PLCB2 and PLCB4) and calcium release by inositol 1,4,5-trisphosphate receptor 1 (IP3R1) (Xue et al., 2011; Wang et al., 2017). Our transcriptome analysis shows that of all the genes coding for rhodopsin-like proteins in the mouse genome, *Opn4* is the most highly expressed in the iris. 

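Over all nuclei of the untreated libraries, *Opn4* (chromosome 14 from 34590618 to 34600142) was at 18.8 ± 1.36 CPM (SD, n = 3), from 848 UMIs. The next opsin gene was *Opn1sw*, at 3.12 ± 0.656 CPM, a log2 ratio of 2.59, which stayed between 2.41 and 2.81 with each library left out. *Rrh* followed at 2.29 CPM, and *Opn3*, *Opn5*, *Opn1mw* and *Rgr* were at 0.531 to 1.03 CPM.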

Interestingly, it is expressed in both dilator and constrictor muscles, and it is also expressed in iris PE cells (Figure 2—figure supplement 1A). 

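By cell type, *Opn4* was highest in iris PE, at 29.9 ± 2.72 CPM (SD, n = 3 untreated libraries), followed by dilator muscle at 24.2 ± 2.63 CPM, sphincter 2 at 23.8 ± 19.5 CPM, CBE at 23.4 ± 4.80 CPM and sphincter 1 at 10.4 ± 4.94 CPM. The values for sphincter 2 and sphincter 1 rest on 19 and 16 UMIs, and in sphincter 2 the SD was nearly as large as the mean. In the remaining cell types *Opn4* was at 2.59 to 5.94 CPM. A UMI of *Opn4* was found in 8.98% of iris PE nuclei, 8.30% of dilator nuclei and 7.90% of sphincter 2 nuclei, at median depths of 3173, 3410 and 3460.5 UMIs, compared to 0.933% of stroma 1 nuclei, at a median depth of 2691 UMIs. After thinning to equal depth, the shares were 2.61%, 2.40%, 2.79% and 0.501%.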

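*Cry1* was detected in all 10 cell types of untreated irises, at 2.53 CPM in leukocytes, where it rests on 2 UMIs, to 36.9 CPM in sphincter 2. *Cry2* ranged from 8.38 CPM in leukocytes to 71.5 ± 7.48 CPM in sphincter 2 (SD, n = 3 libraries), and it was at 57.8 ± 7.69 CPM in sphincter 1 and 53.4 ± 6.34 CPM in dilator muscle. Over all nuclei the levels were 24.7 ± 11.2 CPM for *Cry1* and 46.6 ± 7.39 CPM for *Cry2*.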

Transcripts for cryptochromes-1 and -2 (*Cry1* and *Cry2*), flavin-based light sensors implicated in circadian rhythms, are also widely expressed in the iris (Figure 2—figure supplement 1A). 

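Averaged over dilator muscle, sphincter 1 and sphincter 2 of the untreated libraries, *Plcb4* was at 3530.4 ± 319 CPM (SD, n = 3), the highest of 15 phospholipase C genes. It was followed by *Plch1* at 310.0 ± 29.8 CPM and *Plcb1* at 287 ± 8.82 CPM, and the log2 ratio of *Plcb4* to *Plch1* was 3.51. *Plcb4*, on chromosome 2 from 135659011 to 136014593, was at 3369 ± 368 CPM in dilator muscle, 2819.8 ± 101 CPM in sphincter 1 and 4402 ± 497 CPM in sphincter 2. *Plce1* was at 133 ± 22.2 CPM, no other phospholipase C gene exceeded *Plcg1*, at 78.3 ± 4.23 CPM, and *Plcb2* had 0 UMIs in the muscle nuclei.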

Transcripts for PLC isozymes show multiple PLC isoforms in iris smooth muscle with *Plcb4* being the most abundant (Figure 2—figure supplement 1B). The abundances of transcripts for calcium release channels (IP3 receptors [*Itpr1*, *Itpr2*, and *Itpr3*] and ryanodine receptors [*Ryr1*, *Ryr2*, and *Ryr3*]) implies that their order of importance is IP3R1>> IP3 R2> IP3 R3 and RYR3>> RYR2> RYR1 (Figure 2—figure supplement 1C). 

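Averaged over the 3 muscle types of untreated irises (n = 3 libraries), *Itpr1* was at 832 ± 120.4 CPM, *Itpr2* at 32.0 ± 9.50 CPM and *Itpr3* at 8.37 ± 7.60 CPM. *Ryr3* was at 844 ± 106 CPM, *Ryr2* at 36.9 ± 6.33 CPM and *Ryr1* at 4.70 ± 4.57 CPM, the last from 39 UMIs. The log2 ratio of *Itpr1* to *Itpr2* was 4.70, of *Itpr2* to *Itpr3* 1.93, of *Ryr3* to *Ryr2* 4.52 and of *Ryr2* to *Ryr1* 2.97, the last 2.30 to 3.83 with 1 library left out. For *Itpr2* against *Itpr3*, the SD of the log2 ratio between libraries was 1.32. Both leading channels were higher in the sphincter than in the dilator: *Itpr1* was at 1362 and 986 CPM in sphincter 1 and sphincter 2 and at 148 CPM in dilator muscle, and *Ryr3* was at 1369, 904 and 259.6 CPM.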

The distribution of adrenergic and muscarinic receptors implies that (1) dilator muscles receive adrenergic input principally via ADRA1A, (2) sphincter muscles receive cholinergic input principally via CHRM3 – consistent with the defect in pupil constriction observed in *Chrm3* knockout mice (Matsui et al., 2000) – and, to a lesser extent, via CHRM2, (3) dilator muscles receive cholinergic input via CHRM2, and (4) the pharmacology of sphincter 2 cells is intermediate between sphincter 1 and dilator cells because sphincter 2 cells express levels of alpha-adrenergic receptors and muscarinic acetylcholine receptors that are intermediate between those of sphincter 1 and dilator cells (Figure 1D and Figure 2—figure supplement 1D). 

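*Chrm2* was at 629.8 ± 48.4 CPM in dilator muscle, 315 ± 35.4 CPM in sphincter 1 and 195 ± 15.0 CPM in sphincter 2 (SD, n = 3 untreated libraries). In dilator muscle it exceeded both *Adra1a* and *Chrm3*, whereas in sphincter 1 the level of *Chrm3* was more than 10 times that of *Chrm2*. Of the alpha- and beta-adrenergic receptor genes other than *Adra1a*, the highest in the 3 muscle types was *Adra1b*, at 16.1 ± 2.23 CPM averaged over the types. *Chrm1* and *Chrm4* were at 8.02 ± 2.73 and 2.36 ± 0.964 CPM. From this distribution of receptor transcripts, the paper reasons that adrenergic input reaches dilator muscle mainly through ADRA1A, that cholinergic input reaches the sphincter mainly through CHRM3 and less through CHRM2, that cholinergic input reaches dilator muscle through CHRM2, and that sphincter 2 responds to drugs in a way between sphincter 1 and dilator muscle.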

The distribution of alpha-adrenergic receptor transcripts also implies that stroma 2 cells are sensitive to adrenergic ligands via ADRA1B receptors (Figure 2—figure supplement 1D).

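*Adra1b*, on chromosome 11 from 43774606 to 43901210, was at 236 ± 19.9 CPM in untreated stroma 2 (SD, n = 3 libraries), 5.12-fold the level of 46.1 ± 46.7 CPM in leukocytes, the next highest. With untreated replicate 1 left out, the log2 ratio was 3.05 in place of 2.36, the largest shift among the alternatives. *Adra2a* was at 25.6 ± 2.87 CPM in stroma 2, and *Adra1a* at 12.0 ± 3.61 CPM.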

### Epithelial and stromal cells

The inner surface of the iris is occupied by the iris PE, which is contiguous with the adjacent CBE (Figure 1B). Transcription factor ZIC1 localizes exclusively to the nuclei of these two epithelia (Figure 4). OTX1 and OTX2, two highly homologous transcription factors, are expressed in sphincter and dilator muscles (in different proportions) and OTX1 is additionally expressed in iris PE, as seen by immunostaining with an antibody that recognizes both proteins, referred to hereafter as ‘OTX’ (Figure 4A–C). The expression of PAX6, a master regulator of anterior eye development, closely matches the OTX expression pattern (Figure 4A, C, and D).

**Figure 4.**
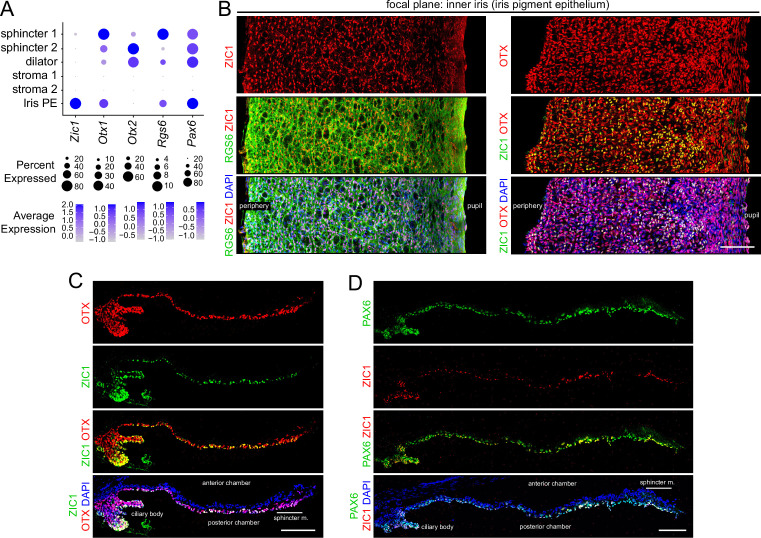
Immunostaining for iris epithelial markers. (**A**) Dot plot (as described in Figure 2A) showing transcript abundances across a subset of iris cell types for the markers shown in (**B–D**). (**B**) Flat mounts of untreated iris immunostained as indicated. (**C,D**) Cross sections of untreated iris immunostained as indicated. OTX refers to an antibody that binds to both OTX1 and OTX2. Scale bars, 100 µm.

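The levels behind Figure 4A, over the 3 untreated libraries (mean ± SD), follow. *Otx1* was at 187 ± 63.3 CPM in CBE, 178 ± 33.5 CPM in sphincter 1, 147 ± 30.8 CPM in iris PE and 66.9 ± 5.15 CPM in dilator muscle. *Otx2* (chromosome 14 from 48657677 to 48673819) was at 433 ± 93.8 CPM in CB, 395 ± 65.2 CPM in sphincter 2, 339 ± 7.60 CPM in dilator muscle and 120.0 ± 8.76 CPM in sphincter 1, but at 11.2 ± 0.991 CPM in iris PE. *Pax6* lay between 1214 and 1998 CPM in CB, CBE, iris PE and the muscle types, and at 75.8 and 86.4 CPM in stroma 1 and stroma 2.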

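In untreated stroma 1 (n = 3 libraries), *Pax3* was at 1216 ± 48.7 CPM, *Tfap2a* at 484 ± 82.0 CPM and *Tbx1* at 343 ± 8.77 CPM. *Tbx1* was at 211 ± 67.3 CPM in endothelial cells as well. In stroma 2, the same 3 transcripts were at 3.78, 3.85 and 3.78 CPM. *Glis1* was at 1368 ± 127 CPM in stroma 2 and at 10.2 CPM in stroma 1.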

The snRNAseq data shows that stroma 1 cells express transcription factors *Sox10*, *Tbx1*, *Pax3*, and *Tfap2a*, whereas stroma 2 cells express *Pitx2*, *Glis1*, and *Tfap2b* (Figures 1D, F, 5A, and Supplementary file 2). For SOX10 and TFAP2B, these snRNAseq patterns were confirmed by immunostaining of iris flat mounts and sections, which shows their mutually exclusive localization in nuclei in the outer half of the iris, where stromal cells reside (Figure 5B and C). Co-staining of iris sections for SMA or PDGFRA, markers for muscle and stroma 2 cells, respectively, together with SOX10 or TFAP2B, and with DAPI, shows the trilayer iris structure: stromal cells in the outermost layer, dilator muscle in the central layer, and iris PE in the innermost layer (Figure 5C). Stroma 1 cells express multiple melanogenesis-related genes, including endothelin receptor beta (*Ednrb*), microphthalmia-associated transcription factor (*Mitf*), dopachrome tautomerase (dopachroma delta-isomerase, *Dct*), tyrosinase-related protein-1 (*Tyrp1*), and tyrosinase (*Tyr*), indicating that they serve as a secondary site of melanin synthesis in addition to the principal site of melanin synthesis and accumulation in the iris PE.

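The 5 melanogenesis transcripts were all higher in stroma 1 than in iris PE in the untreated libraries (n = 3). *Ednrb* was at 894 ± 39.6 CPM in stroma 1 and 5.79 CPM in iris PE, and *Dct*, the most abundant, at 20924 ± 494 and 7060.4 ± 525 CPM. *Tyrp1* was at 2651 ± 498 and 1233 ± 184 CPM, and *Tyr* at 2477 ± 85.1 and 1959 ± 132 CPM. For *Mitf*, the mean was 2178 ± 1170.2 CPM in stroma 1 and 1025 ± 82.9 CPM in iris PE, a difference about as large as the SD between libraries in stroma 1. In dilator muscle, *Dct* was at 5220.0 CPM, *Tyr* at 1214 CPM, *Mitf* at 1038 CPM and *Tyrp1* at 806 CPM.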

**Figure 5.**
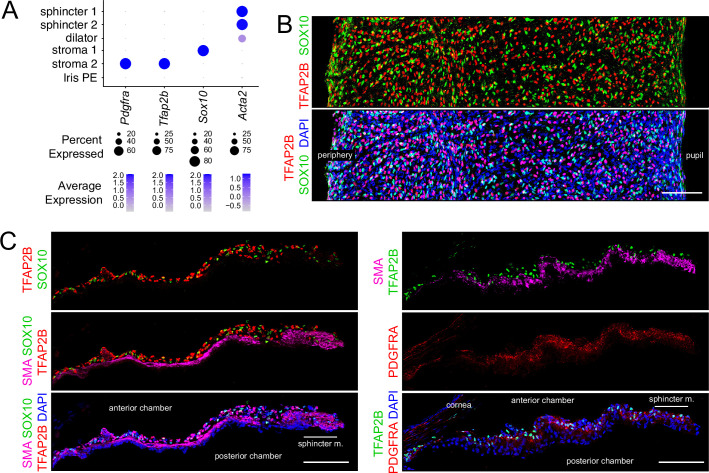
Immunostaining for stromal cell markers. (**A**) Dot plot (as described in Figure 2A) showing transcript abundances across a subset of iris cell types for the markers shown in (**B and C**). (**B**) Flat mounts of untreated iris immunostained as indicated. (**C**) Cross sections of untreated iris immunostained as indicated. All images are at the same magnification. Scale bars, 100 µm.

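*Pdgfra*, one of the markers in Figure 5A, was at 906 ± 262 CPM in untreated stroma 2 and 9.67 ± 2.99 CPM in stroma 1 (SD, n = 3 libraries).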

**Figure 5—figure supplement 1.**
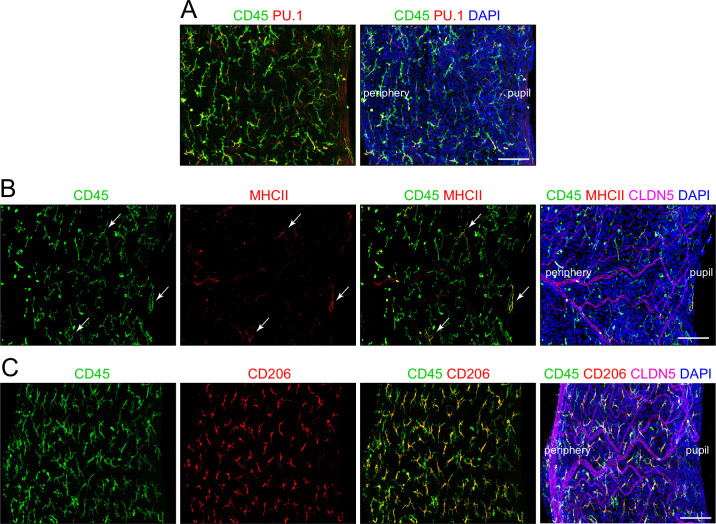
Immune cells in the iris. Flat mount of the untreated iris immunostained for: (**A**) CD45 and PU.1, (**B**) CD45, MHC class II, and CLDN5, and (**C**) CD45, CD206, and CLDN5. In (**B**), three cells that are positive for both CD45 and MHC class II are indicated by white arrows. The markers and their specificities are as follows: CD45 (leukocytes), CD206 (M2 macrophages), CLDN5 (blood vessels), MHC class II antigens (I-A/I-E) (dendritic cells), PU.1 (macrophages, neutrophils, and myeloid dendritic cells). Scale bar, 100 µm.

The distribution of immune cells in the rodent iris – principally macrophages and dendritic cells – has been defined previously by immunocytochemistry of iris flat mounts (McMenamin, 1997; McMenamin, 1999). We have extended these earlier observations by immunostaining for CD45 (leukocytes), CD206 (M2 macrophages), MHC class II antigens (I-A/I-E) (dendritic cells), PU.1 (macrophages, neutrophils, and myeloid dendritic cells), and CLDN5 (blood vessels) (Figure 5—figure supplement 1A). The murine iris is uniformly tiled by irregularly shaped stellate cells, of which the majority are macrophages and the minority are dendritic cells (Figure 5—figure supplement 1B). The CD206 population (M2 macrophages) comprise approximately half of the CD45 population (Figure 5—figure supplement 1C).

### Effects of dilation and constriction on patterns of gene expression

One of the most striking properties of the iris is its mechanical flexibility. In the mouse iris, pharmacologically induced pupil dilation reduces the central-to-peripheral width of the iris by ~5-fold, which produces a back-and-forth folding of nerves and blood vessels (Figure 6A and B). These large-scale changes in tissue structure suggested the possibility that iris dilation might also produce changes in gene expression.

**Figure 6.**
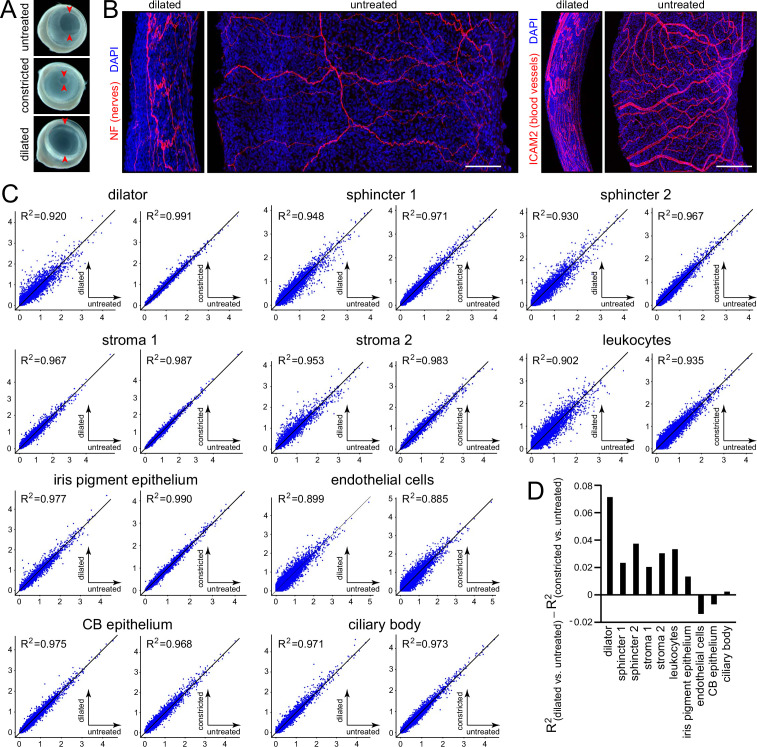
Morphological and transcriptomic changes between dilated and constricted/untreated iris. (**A**) Images of isolated eyes from mice with dilated pupils, constricted pupils, or no treatment. Red arrowheads mark the edge of the pupil. (**B**) Flat mounts of dilated and untreated irises showing the pattern of nerve fibers (left) and blood vessels (right). All images are at the same magnification and are oriented with the pupil to the right. Scale bars, 100 µm. (**C**) Scatter plots of single nucleus (sn)RNAseq read counts (log_10_ average normalized expression) and R^2^ values for pairwise comparisons of all transcripts for dilated vs. untreated (left) and constricted vs. untreated (right) irises for each of the major iris and ciliary body cell types. (**D**) Summary plot showing the difference in R^2^ values between the dilated vs. untreated scatter plot and the constricted vs. untreated scatter plot for each cell type.

**Figure 6—figure supplement 1.**
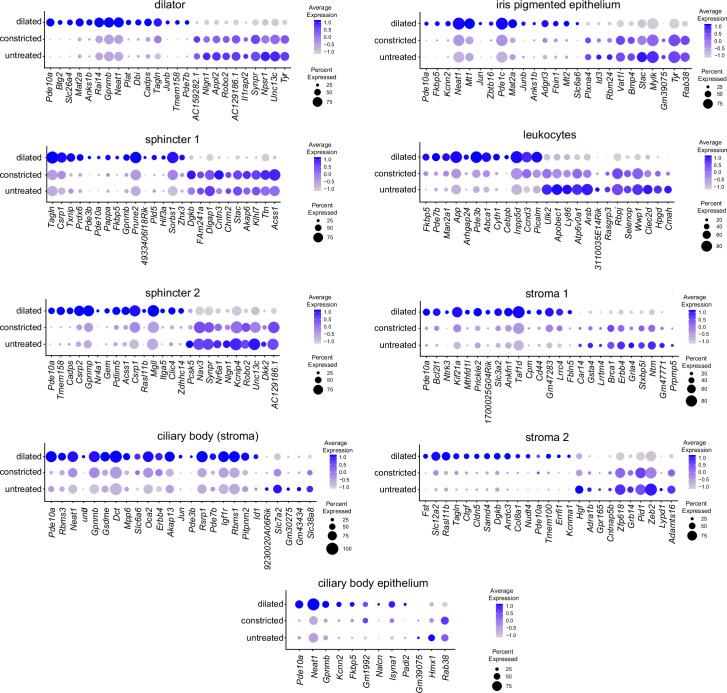
Dot plot summary of transcriptome changes in dilated, constricted, and untreated irises. Dot plots (as described in Figure 1F) for all of the major iris cell types showing a subset of the transcripts with the greatest abundance changes and an adjusted p-value less than 0.05, as determined from the volcano plots in Figure 6—figure supplement 2. The plots show the near identity between untreated and constricted conditions.

**Figure 6—figure supplement 2.**
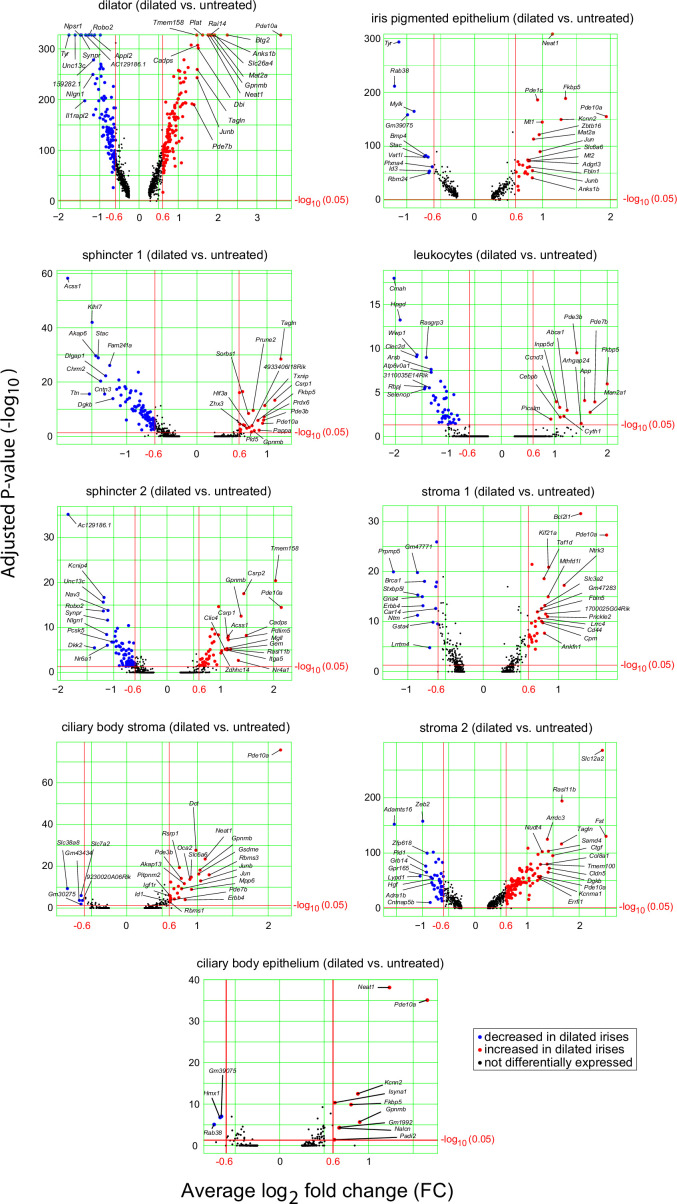
Volcano plots of single nuclues (sn)RNAseq read counts for dilated vs. untreated irises. Increasing values on the horizontal axis represent higher expression in the dilated samples. Labeled points indicate the transcripts that were included in the dot plots in Figure 6—figure supplement 1. The threshold criteria for inclusion are log_2_-fold change greater than 0.6 or smaller than –0.6 and an adjusted p-value less than 0.05.

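Constricted and untreated libraries (n = 3 each) were compared within each of the 10 cell types with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 85092 tests of a gene in a cell type. Past a log2 fold change of 0.6 in either direction and an adjusted p of 0.05 there were 10, 8 higher and 2 lower after pilocarpine, against 4468 at an unadjusted p under 0.05. They were *Serpina3n* in iris PE and in dilator muscle, *Gm14661*, *Nckap5*, *Pappa*, *Pcsk5*, *Ptn* and *Ptprz1* in sphincter 2, and *Col12a1* and *Wnt2* in stroma 2. The number was 1 with untreated replicate 3 left out and 51 with either dilated replicate left out, and 20 with only the 2 compared groups in the fit. *Pde10a* in stroma 2 was higher after constriction by a log2 fold change of 3.18 (SE 0.47, adjusted p = 0.0546), just outside the threshold, and with constricted replicate 2 left out by 2.23 (adjusted p = 0.00171), past it. Over all alternatives its adjusted p there lay between 4.0e-48 and 0.450. Library numbers fall into 3 series, of 3, 1 and 4 libraries. With the series as a block, an alternative added after the values had been seen, the number was 87, and of the 10, all but *Nckap5* and *Ptn* stayed past the threshold. The comparison is of light-kept, pilocarpine-treated mice with mice whose lighting is not stated.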

As noted in connection with Figure 1E and Figure 1—figure supplements 1 and 2, the transcriptomes of constricted and untreated irises are virtually indistinguishable across all cell types, presumably because the untreated pupil diameter is relatively small, so that pharmacologic constriction produces only a modest additional reduction in its diameter. Therefore, comparisons between the transcriptomes of constricted and untreated irises can be used to estimate technical variability. 

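For the pooled constricted and untreated nuclei, R2 was lowest in endothelial cells, at 0.861 with 51 constricted nuclei, and in leukocytes, at 0.933 with 92. It was 0.990 in iris PE with 2247 constricted nuclei, and dilator muscle and stroma 2 had 3376 and 1669. The rank correlation of R2 with the number of constricted nuclei was 0.976 over the 10 cell types, which share the same 6 libraries and are not independent, so no p-value is given. With 51 nuclei drawn per condition in each cell type, the R2 of dilator muscle fell to 0.901, that of iris PE to 0.894 and that of stroma 2 to 0.866, against 0.831 in endothelial cells and 0.848 in leukocytes.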

Scatter plots of snRNAseq read counts for the constricted vs. untreated comparisons showed deviations from R^2^ = 1 that were correlated with sample size: the leukocyte and endothelial cell samples, which had the fewest cells (~50–200 cells per sample; Supplementary file 1), had the lowest R^2^ values, ranging from 0.885 to 0.935, whereas dilator muscle, iris PE, and stroma 2 samples, which had the most cells (>1600 cells per sample; Supplementary file 1), had R^2^ values between 0.983 and 0.991 (Figure 6C). 

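With the nuclei of each condition pooled, R2 with untreated nuclei was lower for dilated than for constricted nuclei in 8 of the 10 cell types. For the dilated nuclei it was 0.951 in sphincter 1, 0.935 in sphincter 2, 0.967 in stroma 1, 0.952 in stroma 2, 0.901 in leukocytes and 0.976 in iris PE. The number of cell types was 7 with a pseudocount of 0.1 and with constricted replicate 1, constricted replicate 2 or untreated replicate 2 left out. It was 10 with dilated replicate 1 left out, and 9 when the same number of nuclei was drawn for every cell type and condition. The count of 8 includes CB, where the 2 values differ by 0.00228.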

For seven of the ten iris cell types, there was more scatter in the dilated vs. untreated comparison than in the constricted vs. untreated comparison (Figure 6C and D). 

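In dilator muscle, R2 was 0.991 between pooled constricted and untreated nuclei and 0.920 between pooled dilated and untreated nuclei. Against the untreated nuclei of the other libraries, dilated replicate 1 gave 0.924 and dilated replicate 2 0.895, below every constricted or untreated library, the lowest of which was at 0.973. No other division of the 8 libraries into 2 and 6 separated them further, giving an exact one-sided permutation p of 0.0357, the smallest that 28 divisions allow, or 0.179 after Benjamini-Hochberg adjustment over 10 cell types. The drop in R2 was the largest of the 10 cell types. With 51 nuclei per condition, it was from 0.901 to 0.841, again the largest. Restricting the genes to those with at least 0.1 counts per 10000 UMIs gave 0.875 for the dilated nuclei.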

The dilator muscle showed the largest transcriptome changes, with a reduction in R^2^ from 0.991 (constricted vs. untreated) to 0.920 (dilated vs. untreated). 

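In endothelial cells, R2 with untreated nuclei was 0.893 for dilated and 0.861 for constricted nuclei, from 73 and 51 nuclei. In CBE it was 0.976 and 0.970, and in CB 0.972 and 0.975. The exact permutation p for the dilated libraries against the other 6 was 0.714 in endothelial cells, 0.571 in CBE and 0.786 in CB (one-sided, 28 divisions of the libraries). It was 0.214 in iris PE, 0.357 in sphincter 2, 0.500 in sphincter 1 and 1.00 in leukocytes, so this test does not set these 4 types apart from the 3. Stroma 2 reached the same minimum as dilator muscle, 0.0357 (0.179 after Benjamini-Hochberg adjustment), and stroma 1 had 0.0714 (0.238).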

The three cell types that showed little change in R^2^ or a small trend in the opposite direction were endothelial cells, CB epithelial cells, and CB cells. Examples of transcripts that increased or decreased with dilation (defined as a log_2_-fold change greater than 0.6 or smaller than –0.6 and an adjusted p-value less than 0.05) were identified for nine of the ten cell types, as shown in Figure 6—figure supplements 1 and 2 (Supplementary file 3; differential transcripts in endothelial cells did not reach these threshold criteria). 

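Changes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the libraries (2 dilated, 3 untreated, 3 constricted). In the 10 cell types 2840 passed the threshold, of 85092 tested and 11105 at an unadjusted p under 0.05. The cutoffs are the paper's, but the one of 0.6 was applied here to edgeR's log2 fold changes. The paper's fold changes are on another scale, on which fewer changes passed, with the numbers given in the closing section. Dilator muscle had 2054, 1109 higher and 945 lower with dilation. There were 221 in stroma 2 (172 higher), 192 in sphincter 2 (98 higher), 139 in sphincter 1 (45 higher), 104 in stroma 1 (70 higher), 84 in iris PE (64 higher), 40 in leukocytes (23 higher), 5 in CB and 1 in CBE. In endothelial cells the number was 0, with 90 of 1352 genes at an unadjusted p under 0.05. The number in dilator muscle was lowest, at 1143, with untreated replicate 2 left out and highest, at 2273, with constricted replicate 3 left out. The total ranged from 1373 without untreated replicate 3 to 3268 without constricted replicate 3, and untreated replicate 3 was also the library whose absence gave the lowest number in each other cell type: 22 in stroma 2, 61 in sphincter 2, 45 in sphincter 1, 18 in stroma 1, 15 in iris PE, 7 in leukocytes, 2 in CB and 0 in CBE (246 at an unadjusted p under 0.05). Untreated replicates 2 and 3, whose absence gave these lowest numbers, were the most alike pair of a condition (correlation 0.998, the next 0.989). The numbers thus depend on this pair, and whether its likeness lowers the estimated spread was not tested. The number was 27 in CB without untreated replicate 1, 3 in CBE without constricted replicate 1, 137 in iris PE without constricted replicate 3 and 5 in endothelial cells without constricted replicate 2. With at most 50 nuclei drawn per library and cell type, dilator muscle had 311, still the most. Applied to Bonferroni-adjusted p-values, the correction that the paper's methods state, the threshold left 176 in dilator muscle, the alternative that lowered the number most. With the series of library numbers as a block it was 3138, and 98.6% of the 2054 stayed past the threshold.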

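The largest changes in each cell type were ranked by log2 fold change among those past the threshold (adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Where a condition had 1 to 3 UMIs of a gene, the fold change is the ratio of the pooled UMIs with its exact binomial interval. Such an interval, like the bounds given as "at least", reflects only the counting of pooled UMIs, not the spread between libraries. In dilator muscle these included *Dlk1*, at least 38.1-fold higher with dilation (0 UMIs in untreated nuclei), and *5530401A14Rik*, at least 12.1-fold lower (0 UMIs in dilated nuclei). In sphincter 1 they were all decreases: *Myf6* was at least 9.72-fold lower (0 UMIs in dilated nuclei), *H19* changed by -3.60 (SE 0.69, adjusted p = 0.00541) and *Synpo2l* was 11.9-fold lower (95% interval 3.14 to 100.4, adjusted p = 0.0427). Sphincter 2 had *Rasl11b* at 4.52 (SE 0.59, adjusted p = 1.1e-05) and *Nr4a2* at 3.69 (SE 0.70, adjusted p = 0.00149) behind *Pde10a*, and iris PE had *Serpina3n* at 4.30 (SE 0.27, adjusted p = 8.5e-06) and *Gm45671* at 3.92 (SE 0.57, adjusted p = 0.00657). In stroma 1, the leading changes were *Tnfrsf12a*, 31.4-fold higher (95% interval 9.89 to 159, adjusted p = 0.0106), *Ntrk3*, 3.35 (SE 0.32, adjusted p = 2.2e-05), and *Lgals3*, 3.10 (SE 0.48, adjusted p = 0.00213), and in stroma 2 *Olfr1459*, 37.6-fold higher (95% interval 9.93 to 319, adjusted p = 0.0234), *Npas4*, 4.92 (SE 0.80, adjusted p = 0.0102), and *Thbs1*, 4.55 (SE 0.33, adjusted p = 8.9e-05). Leukocytes had *Cytip*, 69.7-fold higher (95% interval 11.7 to 2829.5, adjusted p = 0.0264), *Cmah* at -3.47 (SE 0.53, adjusted p = 0.00246) and *Cebpb* at 3.43 (SE 0.80, adjusted p = 0.0380), each from fewer than 400 nuclei over all libraries. CB had *Egr1*, 39.1-fold higher (95% interval 6.80 to 1567, adjusted p = 0.0343), *Pde3b* and *Junb*, the last at 2.67 (SE 0.30, adjusted p = 1.0e-04), and CBE had *Nalcn* alone, at 2.22 (SE 0.35, adjusted p = 0.0160).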

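Of the 25 largest changes (20 higher, 5 lower) in the 9 cell types with any, 16 stayed past the threshold in each fit that left out 1 constricted or untreated library, and 9 fell outside it in at least 1 fit. All 9 did so without untreated replicate 3, where the adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.162 for *Egr1* in CB, 0.276 for *Nalcn* in CBE, 0.0541 for *Gm45671* in iris PE, 0.0873 for *Cytip* and 0.165 for *Cebpb* in leukocytes, 0.436 for *Synpo2l* in sphincter 1, 0.102 for *Tnfrsf12a* in stroma 1, and 0.138 for *Olfr1459* and 0.108 for *Npas4* in stroma 2. *Egr1* in CB had a value in only 3 of the 6 fits, so that its absence below need not mean that it stayed past the threshold. Without untreated replicate 2, 7 of the 9 were outside, all but *Egr1* and *Tnfrsf12a*, with an adjusted p from 0.0662 to 0.439. Without untreated replicate 1 *Nalcn* (0.0797) and *Cebpb* (0.0519) were, and without constricted replicate 1 *Synpo2l* (0.0530).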

The dot plots in Figure 6—figure supplement 1 also illustrate the near identity of constricted and untreated snRNAseq read counts.

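Supplementary file 3 lists 801 changes with dilation over 9 cell types, 411 higher and 390 lower, of which 795 could be tested over the libraries. All 795 had the listed direction and 567 passed the threshold, or 762 when the p-values were adjusted over the list alone. The list was chosen from the same libraries and is not independent evidence. In the constricted against untreated comparison, the change was smaller for 783 of them, 2 passed the threshold (51 adjusted over the list alone), and 189 had an unadjusted p under 0.05. For the 246 changes listed for dilator muscle, the median absolute log2 fold change was 1.38 with dilation and 0.18 with constriction. Of the 209 transcripts labelled in Figure 6—figure supplement 2, 208 were tested, 150 passed the threshold with dilation (206 adjusted over the list alone) and 1 with constriction (29). The p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, two-sided.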

To independently assess the changes seen with snRNAseq, we focused on three dilator muscle transcripts that were among the most strongly induced by dilation: *Egr1*, a zinc-finger transcription factor that is an immediate-early response gene in diverse cell types; *Slc26a4*, a broad-specificity anion exchanger that is expressed in multiple epithelia; and *Tmem158*, a membrane protein of unknown function (Figure 7A). 

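*Egr1* in dilator muscle was at 5.79 ± 5.79 CPM in untreated, 3.42 ± 2.41 CPM in constricted and 169.6 CPM in dilated libraries, the last the mean of 83.9 and 255. Its log2 fold change with dilation was 5.65 (SE 0.60, adjusted p = 9.8e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 4.49 when dilated replicate 2 was left out and 6.29 when dilated replicate 1 was. *Slc26a4* (chromosome 12 from 31519827 to 31559969) rose from 26.2 ± 10.0 to 379.6 ± 57.3 CPM, a log2 fold change of 3.95 (SE 0.26, adjusted p = 2.8e-06), and *Tmem158* (chromosome 9 from 123259053 to 123260764) from 7.45 ± 1.78 to 199.8 ± 18.1 CPM, 4.87 (SE 0.25, adjusted p = 4.2e-07). With any 1 library left out, the values stayed between 3.79 and 4.35 for *Slc26a4* and between 4.69 and 5.12 for *Tmem158*. With constriction, the log2 fold changes of the 3 transcripts were -0.41, 0.05 and 0.95, none past the threshold. *Anks1b* and *Junb* were also higher in dilated dilator muscle, by log2 fold changes of 2.94 (SE 0.27, adjusted p = 3.6e-05) and 3.98 (SE 0.55, adjusted p = 5.6e-04), whereas *Adra1a* changed by -0.52 (SE 0.24, adjusted p = 0.175) and *Acta2* by 0.27 (SE 0.38, adjusted p = 0.705). With the series of libraries as a block, *Adra1a* changed by -0.62 (adjusted p = 0.0277). From such changes in dilated but not constricted irises, which in situ hybridization and immunostaining then tested for these transcripts, the paper concludes that dilation alters the transcriptomes of iris cells. That dilator muscle changes most rests in the paper on its reduction in R2. The paper also saw its cluster move slightly with dilation, the only difference visible between its UMAP plots.

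**Figure D1:**
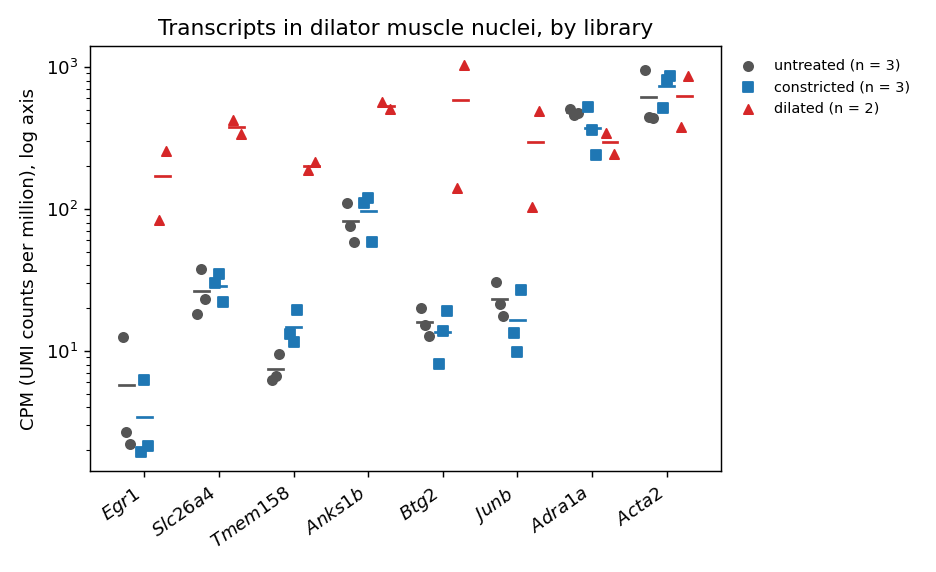
Transcript levels in dilator muscle nuclei. Each point is 1 library (3 untreated, 3 constricted and 2 dilated), as counts per 1000000 UMIs summed over the dilator nuclei of the library, on a log axis. Horizontal lines are the means of a condition. The values of *Egr1*, *Btg2* and *Junb* differ between the 2 dilated libraries.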

Immunostaining for EGR1, ZIC1, and SMA shows that EGR1 is undetectable in untreated iris and is readily detected in the nuclei of the dilator muscle with pupil dilation (Figure 7B). The same sections show that the abundances of ZIC1 in iris PE and SMA in muscle cells are unchanged by dilation. Similarly, ISH shows the accumulation of *Slc26a4* and *Tmem158* transcripts in dilator muscle with pupil dilation, whereas the abundance of *Adrala* transcripts remains unchanged (Figure 7C, quantified in Figure 7—figure supplement 1). Confirming the snRNAseq data, quantification of the ISH signals showed accumulation of *Anks1b*, *Btg2*, *Junb*, and *Pde10a* transcripts in dilator muscle and *Tmem158* transcripts in sphincter muscle with pupil dilation (Figure 7—figure supplement 1).

**Figure 7.**
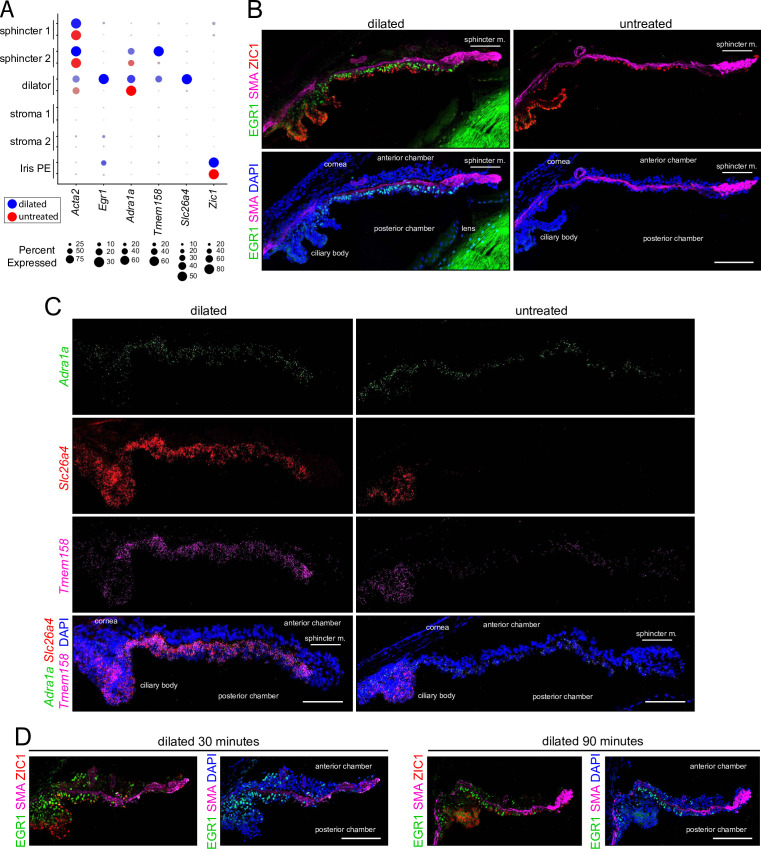
Immunostaining and in situ hybridization for markers that distinguish dilated vs.untreated irises. (**A**) Dot plot (as described in Figure 2A) showing transcript abundances across a subset of iris cell types for the markers shown in (**B and C**). For each cell type, the symbols for the dilated iris (blue) are above the symbols for the untreated iris (red). (**B**) Cross sections of dilated (left) and untreated (right) irises immunostained as indicated. (**C**) Cross sections of dilated (left) and untreated (right) irises hybridized with the indicated probes. (**D**) Immunostaining of irises harvested 30 min (left) and 90 min (right) after the onset of dilation. All images are at the same magnification. Scale bars, 100 µm.

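Across the other cell types of Figure 7A, *Tmem158* passed the threshold with dilation in sphincter 2, with a log2 fold change of 3.63 (SE 0.33, adjusted p = 5.8e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in iris PE, with 2.14 (SE 0.32, adjusted p = 0.00821) though with an adjusted p of 0.0691 without untreated replicate 2. *Slc26a4* also rose in stroma 2, by 3.02 (SE 0.59, adjusted p = 0.0234), and its adjusted p there was 0.141 without untreated replicate 2 and 0.158 without untreated replicate 3. *Zic1* in iris PE changed by 0.05 (SE 0.15, adjusted p = 0.993). In a fit of 2 cell types together, the change with dilation was larger in dilator muscle than in iris PE by a log2 difference of 3.42 (adjusted p = 1.0e-05) for *Egr1*, 2.66 (adjusted p = 2.2e-07) for *Tmem158* and 1.13 (adjusted p = 0.189) for *Slc26a4*. Each library contributes both cell types to this fit, which holds a term for each library. In the 8 other cell types in which *Slc26a4* rose, the increase was 0.0152 to 0.0556 of that in dilator muscle.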

**Figure 7—figure supplement 1.**
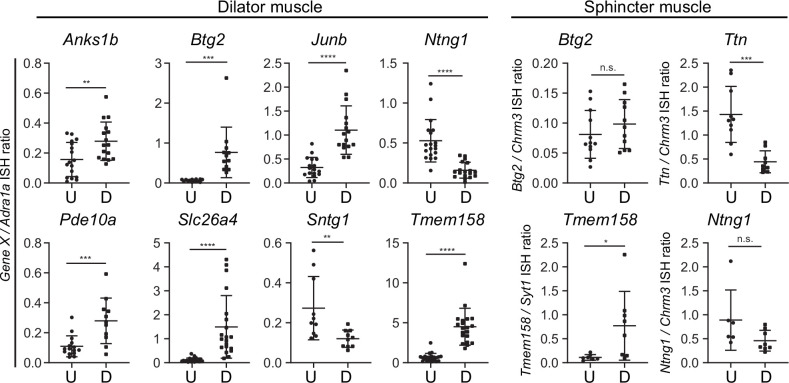
Quantification of in situ hybridization (ISH) signals in untreated vs. dilated irises. For each image area quantified, the ratio of the ISH signal strength for the indicated gene to the ISH signal strength for *Adrala* was calculated. The regions of the iris that were quantified encompass either the dilator muscle (eight panels at left) or the sphincter muscle (four panels at right). Each data point is derived from a single image and represents approximately one-quarter of the iris cross-sectional area from pupil to periphery. For each condition and probe, three to four mice were analyzed. U, untreated. D, dilated. Bars, mean ± SD.

Among the transcripts that exhibit increased abundance with pupil dilation, *Pde10a*, which codes for a dual cAMP/cGMP phosphodiesterase (Soderling et al., 1999), stands out as showing the highest fold change in dilator, sphincter 2, stroma 1, iris PE, CB, CB epithelial cells, and it shows close to the highest fold change in the other iris cell types (Figure 6—figure supplements 1 and 2; Supplementary file 3). 

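*Pde10a* (chromosome 17 from 8525372 to 8986648) in dilator muscle was at 20.3 ± 6.25 CPM in untreated, 20.5 ± 7.51 CPM in constricted and 1322 ± 23.3 CPM in dilated libraries. The log2 fold change with dilation was 6.30 (SE 0.26, adjusted p = 1.6e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6.16 to 6.46 with 1 library left out. It was 4.72 (SE 0.38, adjusted p = 6.1e-10) in sphincter 2, 4.49 (SE 0.29, adjusted p = 8.5e-06) in iris PE, 3.06 (SE 0.31, adjusted p = 4.4e-06) in sphincter 1, 2.94 (SE 0.49, adjusted p = 0.0112) in stroma 2, 2.14 (SE 0.25, adjusted p = 1.9e-04) in stroma 1 and 2.00 (SE 0.35, adjusted p = 0.0205) in CB, all past the threshold, and 1.68 (SE 0.41, adjusted p = 0.257) in CBE. In CB the adjusted p was 0.177 without untreated replicate 2 and 0.161 without untreated replicate 3, and in stroma 2 it was 0.0613 without untreated replicate 2 and 0.0822 without untreated replicate 3. In sphincter 1 the log2 fold change was 2.28 after nuclei called doublets were left out. With constriction, *Pde10a* in stroma 2 was higher by a log2 fold change of 3.18, just outside the threshold. Its rise in stroma 2 thus need not be particular to dilation. There were too few UMIs for a test within endothelial cells or leukocytes alone. In these 2 types, CBE and sphincter 1, free RNA from dilator nuclei cannot be excluded as the source of the increase. In sphincter 2 the increase of *Pde10a* was 0.284 of that in dilator muscle. The fractions for *Slc26a4*, *Egr1* and *Anks1b* were 0.0244, -0.0064 and -0.0277, and those for *Btg2*, *Junb* and *Tmem158* 0.194, 0.284 and 2.52. The low ones argue against free RNA as the whole source in sphincter 2.

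**Figure D2:**
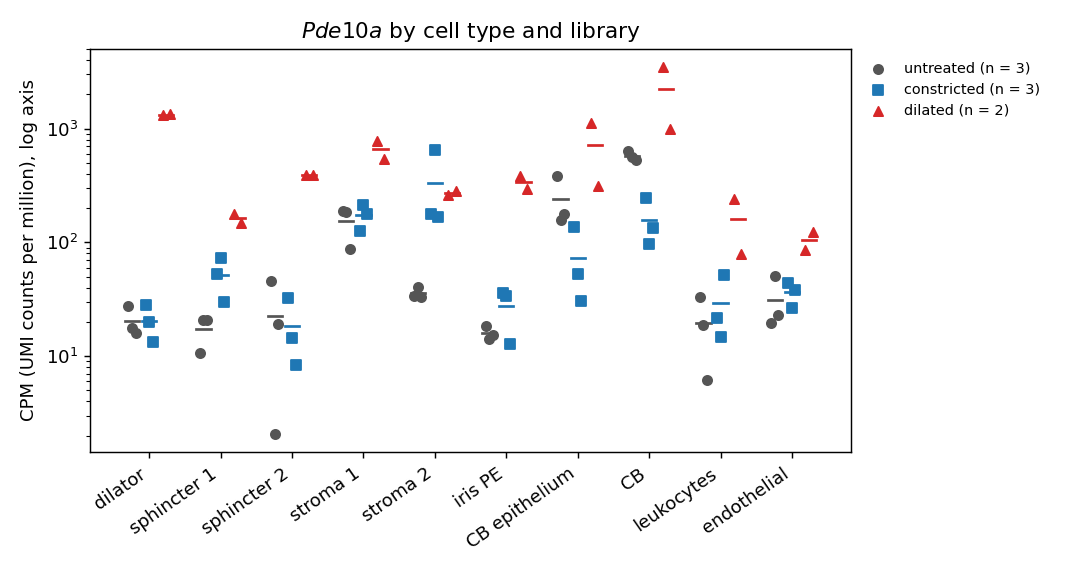
*Pde10a* in each cell type. Each point is 1 library (3 untreated, 3 constricted and 2 dilated), as counts per 1000000 UMIs summed over the nuclei of the cell type, on a log axis. Horizontal lines are the means of a condition.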

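On the paper's scale, the difference in log2(1 + mean counts per 10000 UMIs), *Pde10a* had rank 1 among all genes in 6 cell types, the dilator, sphincter 2, stroma 1, iris PE, CB and CBE. It had rank 6 in sphincter 1, 12 in stroma 2, 21 in leukocytes and 475 in endothelial cells. By the log2 fold change of edgeR, which adds no constant to the counts per 10000 UMIs, *Pde10a* was first among the increased genes past the threshold in iris PE, sphincter 1 and sphincter 2, and had rank 4 in dilator muscle and in CB, 6 in stroma 1 and 17 in stroma 2. The change in dilator muscle differed from that in 8 of the other 9 cell types in joint fits (adjusted p under 0.05), and from 7 without the doublets. The 8 include endothelial cells, where the joint fit rests on 18 UMIs of *Pde10a* in dilated nuclei.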

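*Pde3b* rose with dilation in dilator muscle by a log2 fold change of 3.38 (SE 0.33, adjusted p = 5.6e-05), in iris PE by 3.37 (SE 0.38, adjusted p = 0.00121) and in sphincter 1 by 2.96 (SE 0.35, adjusted p = 4.3e-05) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 dilated and 3 untreated libraries). It passed the threshold in CB, with 3.38 (SE 0.46, adjusted p = 0.00101), in leukocytes, with 1.73 (SE 0.28, adjusted p = 0.00374), and in sphincter 2, with 1.65 (SE 0.36, adjusted p = 0.00738), as well. The adjusted p in sphincter 2 was 0.0962 without untreated replicate 2 and 0.0638 without untreated replicate 3. *Pde7b* passed it in dilator muscle, with 2.34 (SE 0.32, adjusted p = 5.1e-04), and in leukocytes, with 2.06 (SE 0.33, adjusted p = 0.00374). In endothelial cells it rose by 2.09 (SE 0.46, adjusted p = 0.136), and it passed the threshold there without constricted replicate 2 (adjusted p = 0.0220) or constricted replicate 3 (0.0434). *Pde1c* passed it in iris PE, with 0.97 (SE 0.17, adjusted p = 0.0250), and dilator muscle, with 0.83 (SE 0.20, adjusted p = 0.0152), though its adjusted p in iris PE was 0.0574 without untreated replicate 1, 0.164 without untreated replicate 2 and 0.150 without untreated replicate 3, and in dilator muscle 0.0699 without untreated replicate 2 and 0.0717 without untreated replicate 3. *Pde4d* passed it in no cell type: the largest changes were 0.96 (SE 0.30, adjusted p = 0.162) in leukocytes and 0.53 (SE 0.19, adjusted p = 0.222) in sphincter 1, and the change in dilator muscle was -0.12 (SE 0.16, adjusted p = 0.694). On the log2(1 + mean counts per 10000 UMIs) scale, *Pde4d* in sphincter 1 changed by 0.577, next to 0.606 in Supplementary file 3.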

Other cyclic nucleotide phosphodiesterase transcripts – including *Pde1c*, *Pde3b*, *Pde4d*, *Pde7b* – are also upregulated, suggesting that negative regulation of cyclic nucleotide signaling is a general feature of iris dilation (Supplementary file 3). In dilator muscle, the second most highly induced transcript is *Btg2*, and, unlike *Pde10a*, *Btg2* induction is specific to dilator muscle (Supplementary file 3). 

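*Btg2* (chromosome 1 from 134075170 to 134079120) in dilator muscle was at 16.0 ± 3.63 CPM in untreated and 13.6 ± 5.41 CPM in constricted libraries, and at 140.1 and 1025 CPM in dilated replicates 1 and 2. The log2 fold change with dilation was 5.50 (SE 0.67, adjusted p = 2.3e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 3.30 when dilated replicate 2 was left out and 6.33 when dilated replicate 1 was. Its rank in dilator muscle was 2 on the paper's scale and 8 by the fold change of edgeR. *Btg2* also passed the threshold in iris PE, with a log2 fold change of 2.76 (SE 0.31, adjusted p = 0.00121), in sphincter 2, with 2.24 (SE 0.48, adjusted p = 0.00626), and in stroma 2, with 1.58 (SE 0.36, adjusted p = 0.0498). In sphincter 2 the adjusted p was 0.0975 without untreated replicate 3, and in stroma 2 it lay between 0.0502 and 0.190 with any constricted or untreated library left out. The change in dilator muscle exceeded that in iris PE by a log2 difference of 2.16 (adjusted p = 0.00189), that in sphincter 2 by 3.26 (adjusted p = 2.9e-14) and that in stroma 2 by 3.50 (adjusted p = 3.3e-05), and differed in 7 of the other 9 cell types. In counts per 1000000 UMIs, the increase was 0.135 of that in dilator muscle in iris PE, 0.194 in sphincter 2 and 0.0643 in stroma 2, and free RNA from dilator nuclei cannot be excluded as its source in the last 2. In CB the log2 fold change was 3.40 (SE 0.70, adjusted p = 0.0639) and in sphincter 1 1.47 (SE 0.42, adjusted p = 0.0797), and in CB the adjusted p was 0.0487 without constricted replicate 2. With the series of library numbers as a block, *Btg2* passed the threshold in 8 cell types instead of 4.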

BTG2 interacts with the CAF1 subunit of the CCR4-NOT complex to promote deadenylation of mRNAs, with effects ranging from countering cardiomyocyte hypertrophy to maintaining T cell quiescence (Mauxion et al., 2008; Yang et al., 2008; Masumura et al., 2016; Hwang et al., 2020). BTG2 could play a regulatory role in the iris dilator muscle analogous to its role in cardiac muscle.

The rapid accumulation of *Egr1* transcripts and EGR1 protein (also called ZIF268/ZNF268 and KROX24) in contexts as diverse as serum-stimulated cell proliferation (Christy et al., 1988) and neural activity (Worley et al., 1991) suggested that a similarly rapid response might be observed in the dilated iris. A time course experiment in which irises were harvested 30, 90, or 150 min after the onset of pupil dilation (maintained by hourly instillations of phenylephrine + cyclopentolate eye drops) showed that EGR1 accumulation in the dilator muscle was apparent within 30 min of the onset of dilation and was maintained thereafter with continuous pupil dilation (Figure 7D). At the 30 min point, there were also scattered EGR-1^+^ cells in the stromal layer, but the numbers of these cells declined at later time points (compare Figure 7A and D).

### Effects of dilation on nuclear morphology

Changes in iris structure at the macroscopic level must have counterparts at the cellular level. Early electron micrographic studies visualized ultrastructural responses to dilation or constriction on the plasma membrane morphology of iris PE cells and the surface morphology of sphincter and dilator muscles (Lim and Webber, 1975a; Lim and Webber, 1975b; Murata et al., 1998). Still largely unexplored are the effects of changes in iris structure on nuclear morphology. Current evidence suggests that changes in nuclear morphology alter chromatin organization, gene expression, and intracellular signals (Kirby and Lammerding, 2018; Lele et al., 2018).

The identification of (1) transcription factors that mark defined iris cell type and (2) antibodies that can be used to immunolocalize those proteins in iris whole mounts presented an opportunity to visualize nuclear morphology in defined cell types in response to changes in iris structure (Figure 8A). Nuclei were visualized from the following cell types (with the corresponding marker in parenthesis): endothelial (ERG), sphincter 1 (NeuN), stroma 1 (SOX10), stroma 2 (TFAP2B), iris PE (ZIC1), and dilator muscle (OTX but not ZIC1). For untreated, dilated, and constricted irises, the length:width ratio was quantified for fluorescently stained nuclei in Z-stacked confocal images of iris flat mounts (Figure 8B and ). ‘Length’ refers to the longest dimension and ‘width’ refers to the dimension perpendicular to length, both within the X-Y plane of the flat mounted iris. As the 2D projection of a 3D ellipsoid exhibits a length:width ratio less than or equal to the actual 3D ratio, our analysis may underrepresent the elongation of some nuclei.

**Figure 8.**
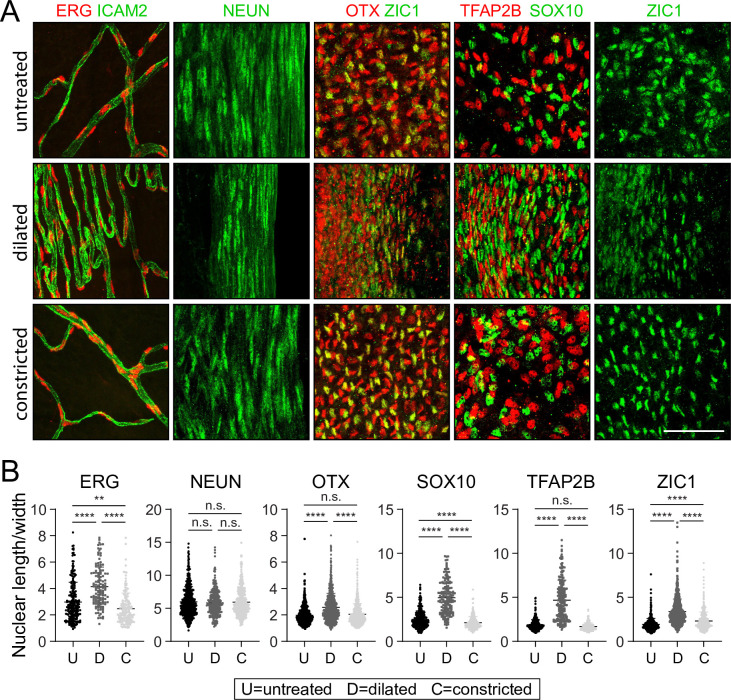
Changes in nuclear morphology in response to dilation or constriction for defined iris cell types. (**A**) Flat mounts of untreated, dilated, or constricted irises, immunostained for the indicated nuclear markers. All images are at the same magnification. Scale bar, 50 µm. (**B**) Quantification of the length/width ratio for individual nuclei viewed in iris flat mounts. Cell types are defined by the indicated marker. For the OTX category, only OTX^+^ and ZIC1^-^ cells from the OTX plus ZIC double-labeled images were scored. Each data point is an individual nucleus. The data for each condition in each plot are derived from three mice. **p < 0.01; ****p < 0.0001; n.s., not significant. Bars, mean ± SD.

**Figure 8—figure supplement 1.**
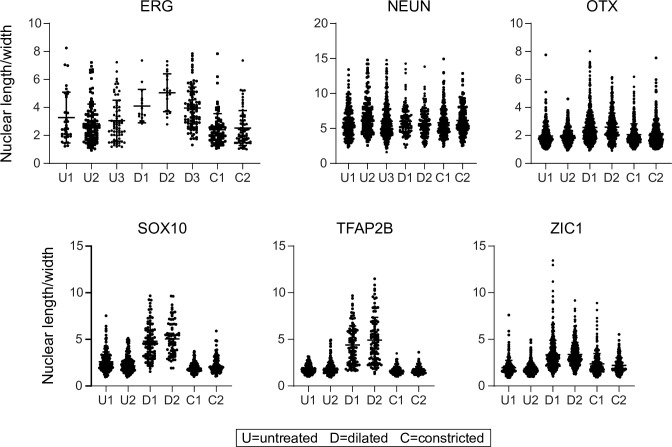
Quantification of the length/width ratio for individual nuclei viewed in iris flat mounts. The data are the same as in Figure 8, except that each plot in this figure shows the data for an individual mouse. The distribution of nuclear length/width ratios for individual mice are consistent within each of the three conditions (constructed, dilated, and untreated) and are also consistent with the aggregate data presented in Figure 8. Bars, mean ± SD.

The nuclear length:width ratio comparison shows no significant changes with dilation in the highly elongated nuclei of sphincter 1 cells (mean length:width ratio ~6). However, all other cell types showed highly significant (p < 0.0001) increases in nuclear elongation with dilation. The smallest changes were seen with OTX^+^ nuclei, in which the mean length:width ratio increased from ~2 to ~3. Stroma cell nuclei (SOX10^+^ and TFAP2B^+^) showed the largest increases in the mean length:width ratio, from ~2 to ~5. The biological effects of these changes in nuclear morphology remain to be determined.

### Iris lineage tracing

Lineage tracing experiments in avian embryos provided the first evidence that some anterior ocular structures were derived, at least partially, from the neural crest via its contribution to the peri-ocular mesenchyme (Johnston et al., 1979). Neural crest lineage tracing in mice using *Cre-LoxP* to mark cells has produced conflicting results, with one laboratory describing no contribution of neural crest cell to the iris with a *Wnt1-Cre* driver (Gage et al., 2005) and a second laboratory showing neural crest contributions to iris stroma with a *P0-Cre* driver (Kanakubo et al., 2006; Kikuchi et al., 2011).

We have revisited this issue using *Sox10-Cre* (Matsuoka et al., 2005) and *Wnt1-Cre2* (Lewis et al., 2013) drivers, a nuclear-localized histone *H2B-GFP* reporter (*R26-LSL-tdT-2A-H2BGFP*; Wang et al., 2018), and immunostaining for the iris cell-type-specific transcription factors characterized in this study (Figure 9 and Figure 9—figure supplement 1). *Sox10-Cre* labels migratory neural crest cells and *Wnt1-Cre2* labels multiple cells within the embryonic CNS, including premigratory neural crest (Debbache et al., 2018; Keuls and Parchem, 2021). For each *Cre* driver line, the fraction of cells of a given type that expressed the *H2B-GFP* reporter was determined from iris flat mounts and is summarized in Figure 9A. As seen in the iris flat mount and cross-sectional images in Figure 9 and Figure 9—figure supplement 1, co-labeling with H2B-GFP was widespread with the *Wnt1-Cre2* driver but limited to stroma 1 and stroma 2 cells with the *Sox10-Cre* driver. [Independent of lineage, the labeling of stroma 1 cells with the *Sox10-Cre* driver is expected, since these cells express *Sox10* in the mature iris.] The only cell type that showed less than a 50% contribution from *Wnt1-Cre2*-labeled cells was sphincter 1 (Figure 9C). The data are consistent with a model in which (1) a subset of migratory neural crest cells, defined by *Sox10-Cre* expression, contribute exclusively to the stromal cell populations and provide all or nearly all of the stromal cell progenitors, and (2) migratory neural crest cells that express *Wnt1-Cre2* but not *Sox10-Cre* contribute the majority of the progenitors for iris PE, dilator, and sphincter 2 cells, but contribution minimally to the sphincter 1 population. The vast majority of sphincter 1 cells presumably arise either from an unlabeled neural crest population or from local ocular progenitors.

**Figure 9.**
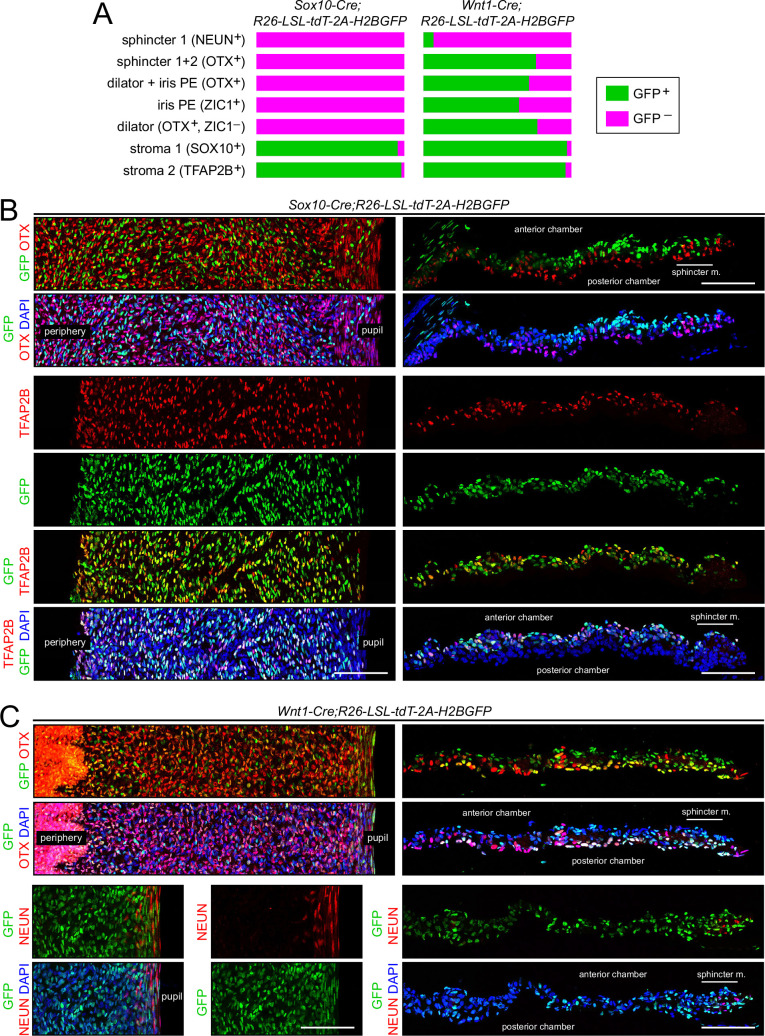
Lineage tracing of adult iris cell types with *Sox10-Cre* and *Wnt1-Cre*. (**A**) Bar graphs showing the fraction of cells that express nuclear-localized H2B-GFP, indicating excision of the *LoxP-stop-LoxP* cassette from the *Cre* reporter *R26-LSL-tdT-2A-H2BGFP*. Iris cell types were identified by immunostaining for the nuclear-localized markers listed. The intensities of GFP and the cell type markers vary among nuclei. A nucleus was considered to exhibit co-localization if both signals were present, regardless of intensity. For sphincter muscle, the number of cells scored for each *Cre* driver ranged from 120 to 140. For each of the other cell types, the number of cells scored for each *Cre* driver ranged from 960 to 2300. (**B**) Iris flat mounts (left) and cross sections (right) from *Sox10-Cre;R26-LSL-tdT-2A-H2BGFP* mice showing mutually exclusive localization of GFP and OTX1 +2 (‘OTX’) (upper panels) and partial co-localization of GFP and TFAP2B (lower panels). (**C**) Iris flat mounts (left) and cross sections (right) from *Wnt1-Cre;R26-LSL-tdT-2A-H2BGFP* mice showing partial co-localization of GFP and TFAP2B (upper panels) and minimal co-localization of GFP and NeuN (lower panels). All images are at the same magnification. Scale bars, 100 µm.

**Figure 9—figure supplement 1.**
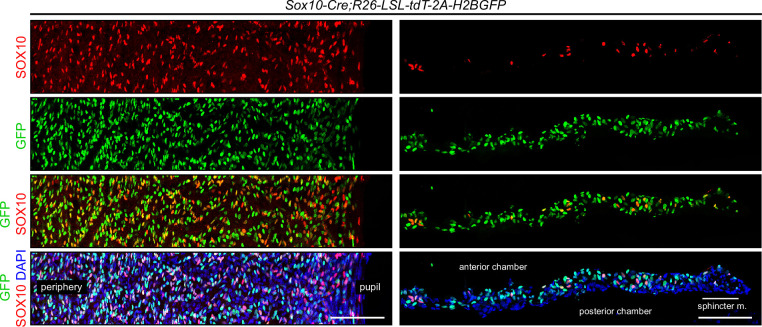
Lineage tracing of stroma 1 cells with *Sox10-Cre;R26-LSL-tdT-2A-H2BGFP*. Iris flat mounts (left) and cross sections (right) showing that stroma 1 cells, visualized by immunostaining for SOX10, exhibit partial co-localization with H2B-GFP, as described in the legend of Figure 9. All images are at the same magnification. Scale bars, 100 µm.

## Discussion

The work described here is presented as a resource for future investigations of the mammalian iris. We have (1) used snRNAseq to define all of the major cell types in the mouse iris, which has led to the discovery of two types of stromal cells and two types of sphincter cells; (2) validated a series of molecular markers that can be used to visualize each of the major iris cell types; (3) identified transcriptome changes and distortions in nuclear morphology associated with iris dilation; and (4) clarified the neural crest contribution to the iris by showing that *Wnt1-Cre*-expressing progenitors contribute to nearly all iris cell types, whereas *Sox10-Cre*-expressing progenitors contribute only to stromal cells. As described more fully below, this work should be useful as a point of reference for investigations of iris development, disease, and pharmacology, for the isolation and propagation of defined iris cell types, and for iris cell engineering and transplantation. Going forward, it will be of interest to obtain and compare similar snRNAseq data from the irises of other species, most especially from humans.

### Iris cell types

The present work defines the molecular heterogeneity among different classes of iris smooth muscle cells. Smooth muscle cells are present in multiple organs and they control a wide range of physiological functions, including vascular tone, airway resistance, gastrointestinal (GI) motility, and pupil diameter. In contrast to the unitary mode of skeletal muscle excitation – quantal release of acetylcholine at the neuromuscular junction leading to activation of postsynaptic nicotinic receptors and depolarization of the muscle membrane – smooth muscle activation and inhibition involve multiple classes of GPCRs that activate or inhibit calcium mobilization and protein phosphorylation/dephosphorylation (Kuo and Ehrlich, 2015). The comprehensive determination of the abundances of transcripts for all known receptors, channels, and signaling components for sphincter 1, sphincter 2, and dilator muscles constrains the possible ligand-receptor systems that control contraction and relaxation in each of these muscle types.

The iris PE cell transcriptome provides a foundation for strategies to genetically engineer these cells and monitor their state of trans-differentiation in cell culture. Over the past 30 years, the iris PE has been studied as a potential source of cells for autologous transplantation to replace dying or dysfunctional retinal pigment epithelial (RPE) cells in individuals with age-related macular degeneration. These studies were motivated by the surgical accessibility of human iris PE cells, which can be harvested from a small iridectomy sample and expanded in culture, and by earlier work showing that the iris PE in non-mammalian vertebrates can transdifferentiate into other ocular cell types (Hu et al., 1997; Sun et al., 2006). In three clinical trials of sub-retinal transplantation of iris PE in age-related macular degeneration patients, there have been minimal complications but also minimal effect on the clinical course of the disease (Lappas et al., 2004; Aisenbrey et al., 2006; Abe et al., 2007). The failure to significantly alter disease progression is likely referable to the failure of the transplanted iris PE cells to acquire the phagocytic and other properties of RPE cells, a deficiency that might be remedied if iris PE cells can be genetically engineered to trans-differentiate toward an RPE fate.

The identification of two types of iris stromal cells adds to a growing literature on molecular diversity among fibroblasts and stromal cells that has emerged from single-cell RNA sequencing (Guerrero-Juarez et al., 2019; DeSisto et al., 2020; Biffi and Tuveson, 2021). One extension of the present study will be to define the responses of stroma 1 and stroma 2 cells to inflammation. Iris inflammation (iritis) is one component of anterior segment uveitis, a common autoimmune condition (Martin et al., 2002; Artornsombudh et al., 2014; Wakefield et al., 2020). Work in a variety of disease contexts has shown that stromal cells change their patterns of gene expression in response to inflammation and that they can epigenetically ‘remember’ prior bouts of inflammation (Neumann et al., 2010; Crowley et al., 2018; Mizoguchi et al., 2018). The chronic and relapsing/remitting character of uveitis suggests that iris stromal cells might similarly undergo long-lasting changes in gene expression during a bout of uveitis (Grunwald et al., 2011).

### Relevance to ocular disease

The ease with which the iris can be visualized by the examining physician and the large effect that anatomic or functional defects in the iris have on retinal image quality facilitates the identification of individuals with inherited or acquired defects in iris structure. In the paragraphs that follow, we summarize a set of iris disorders that arise from defects in smooth muscle, iris PE, iris stroma, or migrating neural crest cells. For each of these examples, the cell-type-specific transcriptome changes that occur in the affected iris have not yet been determined.

The most severe inherited disorders of smooth muscle cell function, referred to as multisystemic smooth muscle dysfunction syndrome (MSMDS) or megacystis-microcolon-intestinal hypoperistalsis syndrome (MMIHS), manifest in infancy with life-threatening defects in GI motility and are associated with mutations in the genes coding for components of the contractile machinery, including myosin light chain kinase (*MYLK*), SMA (*ACTA2*), and myosin heavy chain-11 (*MYH11*) (Moreno et al., 2016; Gamboa and Sood, 2019; Hashmi et al., 2021). Defects in pupil constriction have been reported in patients with MSMDS/MMIHS, consistent with contractile defects in iris smooth muscle (Moller et al., 2012; Roulez et al., 2014). Going forward, it will be of interest to assess pupil function and to look for genetic variation in smooth muscle genes in individuals with less severe defects in GI motility, bladder emptying, uterine contraction, and other smooth muscle functions.

The release into the aqueous humor of excessive quantities of cellular material, including pigment granules, from the iris PE is the hallmark of pigment dispersion syndrome (PDS) (Niyadurupola and Broadway, 2008). If sufficient quantities of this material become trapped in the trabecular meshwork, the ocular drainage structure, the resulting rise in intraocular pressure can lead to a subtype of open angle glaucoma referred to as pigmentary glaucoma (PG). PDS is associated with increased contact between the iris and lens, which may predispose to pigment release secondary to mechanical trauma (Aptel et al., 2011). In mice, mutations in melanosomal genes lead to PDS, PG, and a related disorder, iris stromal atrophy (Anderson et al., 2002). In humans, PDS also has a genetic component, but the contributing genes are still largely unknown (Tandon et al., 2019; van der Heide et al., 2021). A conceptually similar disorder, exfoliation syndrome, is characterized by impaired pupil constriction and by the release of extracellular matrix material from the iris and lens, which accumulates in the trabecular meshwork and can lead to open angle glaucoma (Kivelä, 2018; Schlötzer-Schrehardt, 2018; Tekin et al., 2020). Exfoliation syndrome has a strong genetic component, with seven loci identified in genome-wide association studies (Aboobakar et al., 2017).

The iris stroma and PE are sites of cyst formation, which can be either congenital or acquired. Most primary cysts are benign and do not lead to visual disability. Cysts that arise as secondary consequences of surgical or non-surgical trauma are more likely to enlarge and can lead to obstruction of vision, uveitis, or glaucoma (Shields and Shields, 2017; Georgalas et al., 2018). It is not currently known whether the cells comprising iris cysts carry mutations that promote aberrant growth, as has been observed in cysts in several other organs (Wu et al., 2011; Wang et al., 2016; Napolitano et al., 2020).

Consistent with the migratory origin of multiple iris cell types, the iris is sensitive to defects in neural crest migration (Weigele and Bohnsack, 2020). Transcription factors PITX2 and FOXC1 are required for normal migration of peri-ocular mesenchyme cells, and mutations in *PITX2* or *FOXC1* produce (1) hypoplasia of the iris stroma, holes in the iris, and an eccentric position of the pupil (Rieger anomaly), and/or (2) strands of ectopic tissue in the space between iris and cornea (Axenfeld anomaly). Iris development is also sensitive to reductions in *PAX6* activity, with phenotypes ranging from mild iris hypoplasia to complete aniridia (Hingorani et al., 2012; Cvekl and Callaerts, 2017).

An important iatrogenic disorder, intraoperative floppy iris syndrome (IFIS), occurs during ~2% of cataract surgeries and is a risk factor for surgical complications (Enright et al., 2017; Christou et al., 2020). IFIS is characterized by pupil constriction, a flacid and billowing iris, and prolapse of the iris through the surgical incision. IFIS is strongly linked to prior or ongoing systemic treatment with alpha1-adrenergic receptor antagonists, most commonly for benign prostatic hypertrophy, which presumably leads to long-term changes in iris smooth muscle physiology.

### Gene expression and morphologic responses to dilation

The asymmetry in gene expression responses, in which an iris with a dilated pupil differs from an untreated iris but an iris with a constricted pupil is nearly identical to an untreated iris, most likely reflects the tissue compression associated with pupil dilation, as seen in the zig-zagging morphology of blood vessels and nerves (Figure 6B), the flattening of nuclear shape (Figure 8), and the membrane infoldings demonstrated in ultrastructural studies (Lim and Webber, 1975a; Lim and Webber, 1975b). By contrast, with pupil constriction, the iris is flattened to an even greater extent than it is in the untreated (resting) state.

The gene expression changes observed with pupil dilation could represent physiologic adaptations to changes in metabolic state and/or cell shape. Consistent with this view, *Pde10a*, a transcript that is highly expressed in the brain and is strongly induced by dilation in iris and ciliary body cell types, codes for a cyclic nucleotide phosphodiesterase that may function to homeostatically regulate cAMP and/or cGMP signaling (Conti and Beavo, 2007; Wilson and Brandon, 2015). Similarly, *Egr1*, one of the transcripts that is strongly induced in dilator muscle, codes for an immediate early transcription factor that responds to a wide variety of physiologic stimuli, including growth factor stimulation in many cell types and synaptic activity in neurons (Duclot and Kabbaj, 2017). Extrapolating from the observations reported here to the human iris, it seems plausible that iris gene expression changes might also accompany the pharmacologic pupil dilation associated with routine ophthalmoscopic examinations of the human retina.

Nuclear elongation in response to dilation is most apparent in non-muscle cells, where nuclei in the resting and constricted states are minimally elongated. The nucleus is the largest cellular organelle, and distortions in nuclear shape in response to mechanical stress have been studied in systems ranging from diapedesis of immune cells to contraction of cardiac and skeletal muscle (Kirby and Lammerding, 2018). Changes in the force exerted on the nucleus lead to (1) changes in transcription factor localization, as seen for YAP/TAZ (Elosegui-Artola et al., 2017; Kassianidou et al., 2019), (2) chromatin reorganization (Miroshnikova et al., 2017), (3) direct and indirect changes in gene expression (Tajik et al., 2016), and (4) changes in cytoskeletal organization (Hoffman et al., 2020).

The optical accessibility of the iris offers a unique opportunity to extend the study of nuclear mechanobiology by imaging of nuclear dynamics and signal transduction in an intact tissue. For example, with the appropriate promoters and transgenes, stroma 1 or stroma 2 nuclei could be selectively visualized with a nuclear-localized far-red fluorescent protein to observe how their shapes change as the iris dilates and constricts in vivo or ex vivo. Reporters for other cellular structures (e.g., cytoskeleton) or molecules (e.g., calcium) could be similarly imaged in a cell-type-specific manner.

## Materials and methods

### Mice

The following mouse lines were used: *Wnt1-Cre2* (JAX 022501; Lewis et al., 2013), *Sox10-Cre* (JAX 025807; Matsuoka et al., 2005), and *R26-LSL-tdTomato-2A-H2B-GFP* (Wang et al., 2018). All mice were housed and handled according to the approved Institutional Animal Care and Use Committee protocol of the Johns Hopkins Medical Institutions. Iris snRNA-seq experiments and histological studies were carried out with 6- to 8-week-old female albino mice. For lineage tracing experiments *Sox10-Cre*, *Wnt1-Cre2*, and *R26-LSL-tdTomato-2A-H2BGFP* transgenes were first crossed into an albino background. Genotyping primers were as follows: *Wnt1-Cre2* and *Sox10-Cre* (generic *Cre* primers), *Cre*-F, 5′-TGCCACGACCAAGTGACAGCAATGCTGTTT-3′ and *Cre*-R, 5′-ACCAGAGACGGAAATCCATCGCTCGACCAG-3′. *R26-LSL-tdTomato-2A-H2B-GFP*, *CAG*-F, 5′-CTAGAGCCTCTGCTAACCATG-3’; *LSL*-R, 5′-CCTCTACAAATGTGGTATGGCTG-3’.

### Antibodies and other reagents

The following antibodies were used: mouse mAb anti-SMA, FITC conjugated (Sigma F3777); mouse mAb anti-SMA, Cy3-conjugated (Sigma C6198); rabbit anti-TFAP2B (Novus Biologicals NBP1-89063); goat anti-SOX10 (Santa Cruz Biotechnology SC-17342); rabbit anti-SOX10 (Cell Signaling Technologies 89356); chicken anti-GFP (Abcam Ab13970); goat anti-ZIC1 (R&D system AF4978-SP); rabbit anti-NeuN (Cell Signaling Technologies 24307S); goat anti-CD45 (R&D systems AF114-SP); rat anti-PU.1 (Novus Biologicals MAB7124-SP); rat anti-CD206 (Bio-Rad MCA2235T); rat anti-MHCII (I-A/I-E) (Thermo Fisher Scientific/eBioscience 14-5321-82); rat anti-ICAM2 (BD Biosciences 553326); rabbit anti-Neurofilament 200 (Sigma N4142); chicken anti-SYT1 (Abcam ab133856); rabbit anti-NPTX2 (a gift from Dr Paul F Worley); rabbit anti-NOS1 (Cell Signaling Technologies 4231); rabbit anti-OTX2 (Proteintech 13497–1-AP); rabbit anti-PAX6 (a gift from Dr Randall Reed); rabbit anti-TTN (Proteintech 27867–1-AP); rabbit anti-CKM (MyBioSource MBS2006460); rabbit anti-CTNNA3 (Proteintech 13974–1-AP); rabbit anti-EGR1 (Cell Signaling Technologies 4154); rabbit anti-ERG (Cell Signaling Technologies 97249); rabbit anti-RGS6 (a gift from Dr Rory A Fisher); mouse Alex-Fluor 488-conjugated mAb 4C3C2 anti-CLDN5 (Thermo Fisher Scientific 352588). Alexa-Fluor-conjugated secondary antibodies were from Invitrogen. Eye drops for dilation or constriction were prepared with (R)-(-)-phenylephrine (Sigma P6126); cyclopentolate (Sigma C-5165); and pilocarpine (Sigma P6503).

### Pupil dilation and constriction

For continuous pupil dilation, several microliters of 5% phenylephrine +1% cyclopentolate in 0.9% NaCl (adjust with NaOH to pH = 7.5) was added to each eye once per hour for 6 hr; the mice were kept in the dark during the procedure. For continuous pupil constriction, several microliters of 5% pilocarpine was added to each eye once per hour for 6 hr; the mice were kept in the light during the procedure. Thirty minutes after the last dose, the mice were deeply anesthetized and the eyes were enucleated for further processing.

### Tissue processing and immunostaining

Mice were deeply anesthetized with ketamine and xylazine, and then euthanized by cervical dislocation. For iris flat mounts, intact eyes were immediately enucleated and immersed in 2% paraformaldehyde (PFA) in PBS at room temperature for 1 hr. Following immersion fixation, each eye was washed three times in PBS, the posterior of the eye was incised, the lens was carefully removed, and the iris was excised by cutting circumferentially around its margin. The intact irises were incubated overnight with primary antibodies diluted in PBSTC (PBS + 0.5% Triton X-100, 0.1 mM CaCl_2_) plus 10% normal goat serum. Incubation and washing steps were performed at 4°C. Tissues were washed four times with PBSTC over the course of 6–8 hr, and subsequently incubated overnight with secondary antibodies diluted in PBSTC +10% normal goat serum. If a primary rat antibody was used, secondary antibodies were additionally incubated with 0.5% normal mouse serum as a blocking agent. The next day, tissues were washed at least four times with PBSTC over the course of 6 hr, flat-mounted on Superfrost Plus glass slides (Fisher Scientific), and coverslipped with Fluoromount G (EM Sciences 17984-25).

For iris cross sections, eyes were embedded in optimal cutting temperature compound (OCT, Tissue-Tek), rapidly frozen in dry ice, and stored at –80°C; 18 µm cross sections were cut on a cryostat and thaw-mounted onto Superfrost plus slides. Slides were stored at –80°C until processing. Sections were immersed in 2% PFA in PBS at room temperature for 15 min, washed three times in PBS and incubated overnight with primary antibodies diluted in PBSTC plus 10% normal goat serum at 4°C. The following day, sections were washed at least four times with PBSTC and incubated with secondary antibodies for 2 hr at room temperature. Sections were then washed four times with PBSTC and coverslipped with Fluoromount G. For each immunostaining analysis, iris cross sections were stained from at least five mice and iris whole mounts were stained from at least two mice.

### snRNAseq

Five or six irises were used for each snRNAseq library and two or three independent biological replicate libraries were prepared for each condition (Supplementary file 1). The eight groups of irises were collected and processed with the 10× Genomics protocol in five batches, and the libraries were sequenced in two runs. The different conditions (constricted, dilated, and untreated) were each distributed across two or more batches and libraries from each condition were present in each of the two sequencing runs. Subsequent snRNAseq nucleus counts show that the percent of cells derived from CB and CBE to be tightly correlated within each sample (R^2^ = 0.9) and together they vary from 3% to 15% of the total cell number – presumably reflecting variable inclusion of the ciliary body as a result of variability in cutting around the margin of the iris. 

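The percent of nuclei from CB and from CBE correlated across the 8 libraries with Pearson r = 0.951 (R2 = 0.905, exact two-sided permutation p = 2.5e-04) and Spearman rho = 0.976 (exact p = 4.0e-04). No other pair of cell types was tested, so no adjustment applies. Without the 2 libraries farthest from the median, dilated replicate 1 and constricted replicate 2, r was 0.931 (exact p = 0.00833) and rho 0.943 (exact p = 0.0167). Among the 6 constricted and untreated libraries, r was 0.973 (exact p = 0.00139). The series of library numbers hold 3, 1 and 4 libraries, and no correlation within them was computed. In the first series, the CB and CBE shares were both lowest in constricted replicate 1 (4.14% and 2.93%). Both were highest in dilated replicate 1 (7.35% and 7.59%). In the third, both rose from constricted replicate 3 over untreated replicates 3 and 2 to dilated replicate 2 (2.62% and 3.21%). The shares thus ranked the libraries alike within these series, which a difference between series alone would not give. CB and CBE together made up from 2.86% of the nuclei in constricted replicate 3 to 14.9% in dilated replicate 1. Percentages of the same total are not free of each other. As ratios to the iris PE nuclei of the library, r was 0.963.

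**Figure D3:**
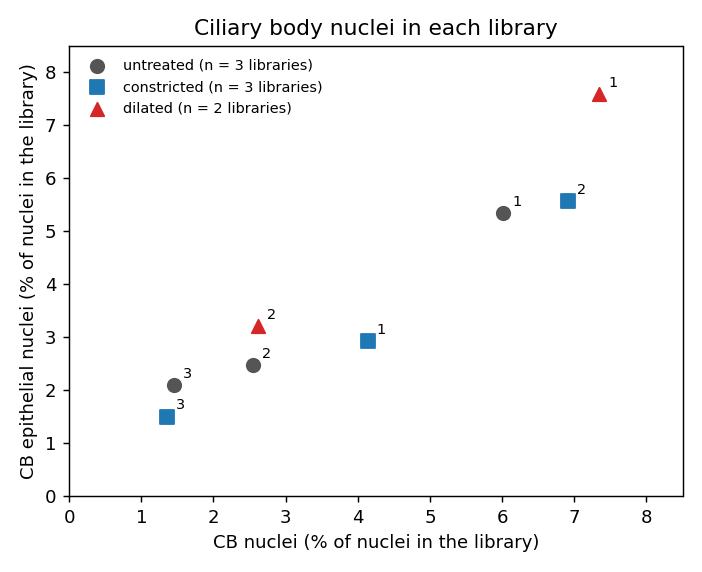
Percent of nuclei that are CB and CBE. Each point is 1 library, numbered by replicate within its condition.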

Nucleus counts for other cell types, which are intrinsic to the iris, showed less variation between samples.

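Over the 8 libraries, CB made up 4.05 ± 2.43% and CBE 3.84 ± 2.10% of the nuclei (SD), coefficients of variation of 60.0% and 54.8%. The coefficients were lower in every other cell type: 7.24% for stroma 2 (19.4 ± 1.40%), 8.62% for iris PE (24.7 ± 2.13%), 12.0% for dilator muscle (33.7 ± 4.04%) and 26.6% for sphincter 2 (2.11 ± 0.560%). They were 26.8% for leukocytes, 32.7% for sphincter 1, 36.0% for endothelial cells and 36.2% for stroma 1, whose share ranged from 3.44% to 12.2%.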

Irises were rapidly dissected in ice-cold DPBS (Gibco 14287072). The tissue was minced with a razor blade and Dounce homogenized using a loose-fitting pestle in 5 ml homogenization buffer (0.25 M sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM Tricine-KOH, pH 7.8) supplemented with 1 mM DTT, 0.15 mM spermine, 0.5 mM spermidine, EDTA-free protease inhibitor (Roche 11836 170 001), and 60 U/mL RNasin Plus RNase Inhibitor (Promega N2611). A 5% IGEPAL-630 solution was added to bring the homogenate to 0.3% IGEPAL CA-630, and the sample was further homogenized with five strokes of a tight-fitting pestle. The sample was filtered through a 50 µm filter (CellTrix, Sysmex, 04-004-2327), underlayed with solutions of 30% and 40% iodixanol (Sigma D1556) in homogenization buffer, and centrifuged at 10,000× *g* for 18 min in a swinging bucket centrifuge at 4°C. Nuclei were collected at the 30–40% iodixanol interface, diluted with two volumes of homogenization buffer and concentrated by centrifugation for 10 min at 500× *g* at 4°C. snRNAseq libraries were constructed using the 10× Genomics Chromium single-cell 3’ v3 kit and following the manufacturer’s protocol (https://support.10xgenomics.com/single-cell-gene-expression/library-prep/doc/user-guide-chromium-single-cell-3-reagent-kits-user-guide-v31-chemistry). Libraries were sequenced on an Illumina NovaSeq 6000. snRNAseq data has been deposited in the GEO database (NIH), accession numbers GSE183690 and GSM5567780-GSM5567787.

### Analysis of snRNAseq data

Reads were aligned to the mm10 pre-mRNA index using the Cell Ranger count program version 3.1.0. The data for the different libraries was merged using Cell Ranger merge command. Data analysis was preformed using the Seurat R package version 4.0.1. After filtering out nuclei with >1% mitochondrial transcripts or with <500 or >6000 transcripts, 34,357 nuclei were retained. After the data was normalized using a regularized negative binomial regression algorithm (implemented in the SCTransform function as described in Hafemeister and Satija, 2019), there appeared to be little or no batch effects as judged by the high pairwise Pearson correlations (0.98–0.99 within each condition) and the highly similar UMAPs for each sample (see the new Figure 1—figure supplements 1 and 2). UMAP dimensional reduction was performed using the R uwot package (https://github.com/jlmelville/uwot; Melville et al., 2020) integrated into the Seurat R package. To compare cell types across treatments, the data was integrated using the strategy described in Stuart et al., 2019. This pipeline involves splitting the dataset by treatment using the Seurat SplitObject function and integrating the subset objects using FindIntegrationAnchors and IntegrateData functions. Data for the various scatter plots was extracted using the Seurat’s AverageExpression function, and differential gene expression was analyzed using the Seurat FindMarkers function. The Student’s t-test was used to calculate p-values. The p-values were adjusted with a Bonferroni correction using all genes in the dataset. Data exploration, analysis, and plotting were performed using RStudio (RStudio Team, 2020), the tidyverse collection of R packages (Wickham, 2017), and ggplot2 (Wickham, 2009).

### In situ hybridization

Eyes were enucleated and embedded in OCT on dry ice. Sections were cut at 18 µm thickness on a cryostat and mounted on Superfrost glass slides. ISH was performed using the RNAscope Fluorescent Multiplex Reagent kit (Advanced Cell Diagnostics 320850). The protocol was performed as recommended by the manufacturer, with minor modifications. Briefly, fresh frozen tissue sections were fixed with 4% PFA in PBS at 4°C for 15 min followed by dehydration in an ethanol series. Sections were treated with Protease III for 15 min. The following probes from Advanced Cell Diagnostics were used: Mm-Myh11-C1 (316101); Mm-Adra1a (408611-C2); Mm-Chrm3-C1 (437701); Mm-Chrm3-C2 (437701-C2); Mm-Nos1-C3 (437651-C3); Mm-Syt1-C2 (491831-C2); Mm-Ttn-C1 (483031); Mm-Slc26a4-C1 (452491); Mm-Tmem158-C3 (452721-C3); Mm-Btg2-C1 (483001); Mm-Anks1b-O1-C3 (577781-C3); Mm-Ntng1-C3 (488871-C3); Mm-Sntg1-C1 (440561); Mm-Pde10a-C1 (466201); and Mm-Junb-C1 (556651).

### Confocal microscopy

Confocal images were captured with a Zeiss LSM700 confocal microscope (40× objective) using Zen Black 2012 software, and processed with ImageJ, Adobe Photoshop, and Adobe Illustrator software.

### Image analysis

Quantification of fluorescent RNAscope ISH signals (proportional to transcript abundances) was performed according to guidelines from Advanced Cell Diagnostics. Briefly, representative regions were selected on slides containing no RNAscope signal and the total integrated signal intensity was measured to provide an estimate of background intensity. The average background intensity was calculated as the integrated intensity divided by the area of the selected background region.

For each probe, 20 representative ISH signals (single ‘dots’) were chosen and the area and integrated intensity of each dot was determined to calculate the average intensity per dot with the following formula:

Average intensity per single dot = {(Total integrated intensity of selected dots) – [(Average background intensity)× Total area of selected dots]}/(Number of selected dots). The regions of interest (ROIs) were selected in the iris cross section slides, and the total ROI area was calculated and the total integrated intensity was measured. Using the average background intensity and the average intensity for each dot, the total number of dots in the ROI was estimated with the following formula: Total dot number in ROI = {(Total integrated intensity of ROI) – [(Average background intensity)× Total area of ROI]}/(Average intensity per single dot).

For each sample, the cross section of the iris was divided into two to three ROIs and the number of dots was estimated as described above for each ROI. To normalize for ISH efficiency in each section, the relative abundance of each transcript in each ROI was calculated as the ratio of the number of dots for that transcript divided by the number of dots for *Adra1a* (for dilator muscle analyses) or by the number of dots for *Chrm3* or *Syt1* (for sphincter muscle analyses).

### Quantifying nuclear morphology

Nuclear length and width were measured using Fiji-ImageJ (https://imagej.net/software/fiji/) from captured Z-stacked whole mount iris images. The longest dimension of each nucleus was measured and designated as the length, and the width was designated as the largest nuclear width when measured perpendicular to the length. For each condition and for each cell type, 150–500 nuclei were measured.

### Statistical analysis

All statistical values are presented as mean ± SD. Statistical tests were carried out using GraphPad Prism 8. Student’s t-test was used to measure significance of differences between two independent groups. One-way analysis of variance (ANOVA) with appropriate multiple comparisons tests was used to compare three independent groups. The statistical significance is represented graphically as *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

## Data Availability

snRNAseq data has been deposited in the GEO database (NIH), accession numbers GSE183690 and GSM5567780-GSM5567787. The following datasets were generated: The following dataset was generated: WangJ RattnerA NathansJ 2021A transcriptome atlas of the mouse iris at single cell resolution defines cell types and the genomic response to pupil dilationNCBI Gene Expression OmnibusGSE18369010.7554/eLife.73477PMC859494334783308 WangJ RattnerA NathansJ 2021snRNAseq_JW02_iris_control_RP1NCBI Gene Expression OmnibusGSM5567780 WangJ RattnerA NathansJ 2021snRNAseq_JW03_iris_constricted_RP1NCBI Gene Expression OmnibusGSM5567781 WangJ RattnerA NathansJ 2021snRNAseq_JW04_iris_dilated_RP1NCBI Gene Expression OmnibusGSM5567782 WangJ RattnerA NathansJ 2021snRNAseq_JW13_iris_constricted_RP2NCBI Gene Expression OmnibusGSM5567783 WangJ RattnerA NathansJ 2021snRNAseq_JW15_iris_constricted_RP3NCBI Gene Expression OmnibusGSM5567784 WangJ RattnerA NathansJ 2021snRNAseq_JW16_iris_dilated_RP2NCBI Gene Expression OmnibusGSM5567785 WangJ RattnerA NathansJ 2021snRNAseq_JW17_iris_control_RP2NCBI Gene Expression OmnibusGSM5567786 WangJ RattnerA NathansJ 2021snRNAseq_JW18_iris_control_RP3NCBI Gene Expression OmnibusGSM5567787

# Supplementary material for: A transcriptome atlas of the mouse iris at single-cell resolution defines cell types and the genomic response to pupil dilation
**Source:** eLife. 2021 Nov 16;10:e73477. doi: 10.7554/eLife.73477
**Supplement:** Supplementary file 1.

**Supplementary File 1.**

**Libraries**

library treatment nuclei mean number of transcripts per nucleus

JW02 control 1479 1883

JW03 constricted 4232 1628

JW04 dilated 7321 1790

JW13 constricted 1274 2256

JW15 constricted 3459 1589

JW16 dilated 3706 1619

JW17 control 6392 1632

JW18 control 6494 1681

total 34357

**Number of nuclei per cluster**

constricted control dilated total

CB 310 346 635 1291

CBE 247 373 675 1295

dilator 3376 4357 3873 11606

EC 51 149 73 273

IPE 2247 3719 2738 8704

leukocytes 92 193 102 387

sphincter 1 232 544 235 1011

sphincter 2 203 352 157 712

stroma 1 538 1292 485 2315

stroma 2 1669 3040 2054 6763

total 8965 14365 11027 34357

How the deposited data were processed for this re-analysis (not part of the article)

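The data are single nucleus RNA-seq profiles of mouse irides with a variable part of the ciliary body, from 8 libraries. Phenylephrine (5%) and cyclopentolate (1%) were given every hour over 6.5 hours for the 2 dilated libraries and pilocarpine (5%) for the 3 constricted libraries, and 3 libraries were from untreated mice. The dilated mice were kept in the dark and the constricted mice in the light. Each library was made from a separate pool of irises.

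The authors sequenced the libraries after 10× Genomics Chromium v3 preparation, aligned the reads to exons and introns of mm10 and counted unique molecular identifiers (UMIs) per gene with Cell Ranger 3.1.0. They removed nuclei with more than 1% mitochondrial transcripts and nuclei with fewer than 500 or more than 6000 transcripts, and clustered the others with Seurat 4.0.1. The deposited matrices hold whole-number UMI counts per gene and nucleus, without normalization, for the same 22873 genes in each library. The authors also deposited, for each nucleus, the number of UMIs and of genes detected, the percent of mitochondrial transcripts and the cell type. The limits of 500 and 6000 transcripts match the number of genes detected, not the number of UMIs. The log2 fold changes in the authors' Supplementary file 3 are differences between conditions in log2(1 + mean counts per 10000 UMIs of a nucleus), since recomputing them on that scale gave 0 values of 47 outside the error, with a median absolute difference of 0.0174.

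UMIs per library ranged from 5189437 to 25136427, and the median number of UMIs per nucleus from 2775 to 4697.5. In the rarest cell types a weakly expressed gene has a few UMIs only. Comparisons between conditions rest on 2 or 3 libraries each.

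The counts were summed per library and cell type, and levels were computed as counts per 1000000 of the summed UMIs (CPM), averaged over the libraries of a condition. Where log2 fold changes are printed, they come from edgeR 4.0.16 (R 4.3.3), with normalization by the trimmed mean of M-values (TMM), default filtering of low counts by filterByExpr, and the quasi-likelihood test (glmQLFit and glmQLFTest, two-sided), in 1 fit per cell type with all 8 libraries. Standard errors were obtained from the log2 fold change and its F value. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested in the cell type. A gene counts as changed at an absolute log2 fold change above 0.6 and an adjusted p under 0.05. These cutoffs are the paper's, but its fold changes are on the other scale given above. The paper used a t-test on nuclei with Bonferroni correction, and nuclei of one library are not independent. Where all libraries of a condition had 0 UMIs of a gene, a lower bound of the fold change was taken from 3 counts in the pooled UMIs of that condition. With 1 dilated library left out, only 1 remains, so that no test or call is given. Differences of the dilation effect between dilator muscle and another cell type were tested with edgeR in a joint fit of both cell types, with a term for each library. No replicate block was used, as the replicate numbers are not stated to pair libraries. The library numbers fall into 3 series, of 3 (constricted, dilated and untreated replicate 1), 1 (constricted replicate 2) and 4 libraries. Dilator counts deviated from the mean of their condition alike within a series, so the series was fitted as a block in an alternative that was added after the values had been seen.

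The pooled counts per 10000 UMIs were compared by the squared Pearson correlation (R2) of log10(1 + value) over all genes. Exact permutation tests over the libraries were used where groups of libraries or shares of nuclei are compared. No p-value is given for a difference between cell types, because the clusters were defined from the same counts. For the share of nuclei with a UMI of a gene, each nucleus was also thinned at random to 1000 UMIs, and shallower nuclei were left out. Doublets were called in each library by Scrublet (scanpy 1.11.5) for an alternative only. Gene positions and lengths came from GENCODE vM21, which matched 22498 of the 22873 genes by name. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9, and limma 3.58.1.

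The genes named at the claims were set before the data were examined. They are every gene that the paper names in a sentence with an added passage and, for dilated against untreated in each cell type, the 3 genes with the largest absolute log2 fold change among those past the threshold whose change has the same sign for every pair of a dilated and an untreated library. A few genes that fall under this rule are not reported here. Genes labelled in Figure 6—figure supplement 2 are reported as counts with direction. The 10 genes past the threshold with constriction and *Pde10a* in stroma 2 after constriction fall outside this rule and were chosen after their values had been seen.

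The tests of technical explanations used lists written by hand before they were run: 16 glucocorticoid-responsive transcripts (6 of them labelled in the study's figures), 15 immediate early transcripts (4 of them labelled), 14 clock transcripts, markers of iris PE (5) and CB (3), and 4 transcripts of the Y chromosome. Their medians were compared with 10000 random lists of the same size matched on expression. Such lists hold neither the spread between libraries nor the co-regulation of related genes.

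The alternatives were DESeq2 size factors in edgeR, the Wald test of DESeq2 1.42.0, other filters on low counts, only the 2 compared groups in the fit, Bonferroni adjustment, no fold threshold, the replicate number as a block, at most 50 nuclei per library and cell type, no doublets, and each library left out. For R2 and correlations they were another pseudocount, a minimum level, untransformed values, equal numbers of nuclei and equal weight for each nucleus. The scripts were tested on simulated counts with the means and dispersions of these libraries, in which 200 genes were given a log2 fold change of 1.50, alternately up and down. In dilator muscle 142 of the 200 were recovered with 9 false calls, and in stroma 1 153 with 12. The simulated libraries were drawn independently, without deviations shared within a series, so these false calls need not describe the real libraries. Images, immunostaining and in situ hybridization were not examined.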

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

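The tests of free RNA in single cell types and for *Slc26a4* and *Btg2*, of the number of nuclei against depth, of the scale of the fold change and of the library series were chosen only after the results were seen.

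Constricted replicate 2 lies far from the other 7 libraries in the median number of UMIs per nucleus, 4697.5 against 2775 to 3534. The gap to the nearest library is 0.605 of the whole range, above Dixon's 95% critical value for 8 libraries. This was so for 1 of 15 measures, and chance gives about 1 in 20. The other 2 constricted libraries had 2809.5 and 2775 UMIs, which argues against pilocarpine as the reason. The library also has the fewest nuclei, 1274, and fewer nuclei under similar sequencing might each be read more deeply. Over the 8 libraries, the number of nuclei and the median UMIs had a Spearman rho of -0.310 (exact two-sided permutation p = 0.462) and a Pearson r of -0.568 (exact p = 0.131), or -0.516 without constricted replicate 2 and dilated replicate 1. The number of nuclei and a difference in preparation cannot be told apart here, since 8 libraries are few and this library is alone in its series. Left out of the comparison of constricted with untreated libraries, it lowers the number of genes past the threshold from 10 to 5.

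The effect of dilation differed between cell types. In joint fits with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the change in dilator muscle differed from that in 8 of the other 9 cell types for *Pde10a*, 7 for *Btg2*, 6 for *Tmem158*, 4 for *Egr1* and 2 for *Slc26a4*. With 1 library left out, the numbers were 7 to 8, 6 to 7, 4 to 6, 3 to 5 and 2 to 3. In the fits of all libraries, the log2 fold change in dilator muscle was the larger one each time. In CPM, the increase of *Tmem158* in sphincter 2 was 2.52 times that in dilator muscle, and that of *Pde10a* in CB 1.28 times. Free RNA from dilator nuclei brings all abundant dilator transcripts at similar fractions of their level. In 4 of 9 cell types (CB, CBE, stroma 1 and stroma 2) the increase of *Pde10a*, as a fraction of that in dilator muscle, was above each of 5 dilator transcripts used as reference, from 0.181 in stroma 2 to 1.28 in CB. Against 20 reference transcripts the number was 2, stroma 1 and stroma 2. In CB the fraction was 2.27 in dilated replicate 1 and 0.317 in dilated replicate 2, the second below the highest of the 5 references, 0.671 over both. A reference transcript that stays low limits the free RNA of all. The references of the 5 that stayed below 0.5 of the fraction for *Pde10a* in each dilated library numbered 4 in CB, 4 in iris PE, 5 in stroma 1, 4 in stroma 2, 1 in CBE and leukocytes, and 0 in endothelial cells and the 2 sphincter types, so that at least 4 did in 4 of 9 cell types. Of the 20 references it was 6 in CB, 12 in iris PE, 17 in stroma 1 and 15 in stroma 2. In iris PE the fraction was 0.248 and 4 of the 5 were at 0.0228 to 0.0469. The limit argues against free RNA as the whole source in these 4 types, with less support from the 20 references in CB. In sphincter 2 the references lie high, but *Pde10a* was at 0.288 and 0.280 in the 2 dilated libraries and *Slc26a4* at 0.0367 and 0.00881. *Egr1* and *Anks1b* were at -0.0064 and -0.0277 there, and *Btg2*, *Junb* and *Tmem158* at 0.194, 0.284 and 2.52. The low values argue against free RNA as the whole source in sphincter 2, although *Slc26a4* had only 7 UMIs there. In CBE, endothelial cells, leukocytes and sphincter 1, free RNA and an increase in the cells cannot be told apart, since the references lie too high, the counts are few or the dilated libraries differ. In CBE the fraction was 0.680 and 0.0553 in the 2 dilated libraries. For *Btg2* the same limit argues against free RNA as the whole source in iris PE (fraction 0.135, 4 references), 1 of the 3 other cell types in which it was past the threshold, but not in sphincter 2 (0.194, 0) and stroma 2 (0.0643, 1), where the 2 cannot be told apart as the references lie too close. Of the 20 references it was 7 in iris PE, 0 in sphincter 2 and 10 in stroma 2. The contrast between iris PE and stroma 2 thus depends on the references chosen. In dilated replicate 1, *Btg2* in sphincter 2 was at 0.0734 and *Slc26a4* at 0.0367, too close to limit free RNA for *Btg2*. The increases of *Slc26a4* lay at or below the median of the 5 in 8 of the 8 cell types with an increase (in CBE it fell), so free RNA is a candidate explanation for them. Doublets with dilator nuclei do not account for *Pde10a*: without them its log2 fold change fell by more than its standard error in 1 of 7 cell types, sphincter 1, and it stayed past the threshold there. An increase of *Pde10a* in CB, iris PE, sphincter 2 and stroma 1 as part of the response to dilation remains a hypothesis. In stroma 2 *Pde10a* was also higher with constriction, by a log2 fold change of 3.18 (just outside the threshold) against 2.94 with dilation. A rise there that both treatments share cannot be told apart from a response to dilation.

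With constriction, 10 genes were past the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which the paper does not discuss. The log2 fold changes were 4.76 (adjusted p = 1.8e-06) for *Serpina3n* in iris PE and 3.26 (adjusted p = 0.00870) in dilator muscle. Sphincter 2 had 2.85 for *Gm14661* (adjusted p = 0.0318), 1.84 for *Nckap5*, 1.75 for *Ptprz1*, 1.07 for *Pappa*, -1.31 for *Pcsk5* and -1.82 for *Ptn* (0.0214 for each of the 5), and stroma 2 2.76 (adjusted p = 0.0124) for *Wnt2* and 1.55 (adjusted p = 0.0149) for *Col12a1*. *Serpina3n* in iris PE was past the threshold in 16 of 17 alternatives and in each of 8 fits that left out 1 library. The others were past it in 8 to 15 alternatives and in 3 to 5 of the fits that left out a library. Without untreated replicate 3, 1 gene was left in all cell types, and without untreated replicate 2, 2.

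Among the 10 splits of these 6 libraries into groups of 3, 2 gave as many genes, the real one and that of constricted replicates 1 and 2 and untreated replicate 1 against the rest, with 25. A share under 0.1 is not possible with 10 splits. The second split follows the library series. With the series as a block, 87 genes were past the threshold, among them 8 of the 10, all but *Nckap5* and *Ptn*. For these, 2 of 2 log2 fold changes with the block, 1.51 (SE 0.39) and -1.65 (SE 0.39), lay within 1 standard error of those without it and over 3 from 0. These values argue against a difference between series as the whole reason for the 10. *Serpina3n* was also higher with dilation, by a log2 fold change of 4.30 in iris PE, so that drops or handling, which both treatments share, may raise it. The untreated libraries serve in both comparisons, and no comparison separates drops from drug.

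With dilation, 2273 changes past the threshold are not listed for their cell type in Supplementary file 3. On the log2(1 + mean counts per 10000 UMIs) scale, 2198 of them (96.7%) lie within 0.6 and 75 past it, which is consistent with the scale of the fold change as the reason, although the rule by which the file lists transcripts is not stated. Between dilated and all other libraries, 3248 genes were past the threshold, as many in 1 of the 28 splits into 2 and 6 libraries, the real one. The next split, constricted replicate 3 with dilated replicate 2, gave 120. In dilator muscle, with at most 50 nuclei per library and cell type, 311 genes were past the threshold, the most of any cell type, so the larger number of dilator nuclei is not the whole reason that it leads. Gene length does not account for the changes there: after the trend with length was removed, 1966 of 2033 genes with a known length (96.7%) were still past 0.6, and the Spearman rho of the change with length was -0.0863. Nor does depth, as 2 of 2 dilated libraries lie within the range of the other 6 in UMIs per dilator nucleus. With the library series as a block, 98.6% of the genes of dilator muscle were past the threshold in the same direction. The dilated mice were kept in the dark and the constricted mice in the light, and the effects of the drops and of the dark cannot be told apart. These tests leave a response of the cells to dilation, to the drops or to the dark as hypotheses, next to those given under the other observations.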

How the results depend on the processing

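The fold threshold on the log2(1 + counts per 10000) scale and the library series as a block were chosen only after the results were seen.

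The log2 fold changes of named genes, 508 results, had 8560 values under the alternatives. No value reversed, 7725 kept their side of the threshold, 180 were weaker and 149 stronger. With a dilated library left out there is no test of dilation, and 345 values stayed within the spread and 161 moved by more. Bonferroni adjustment gave 49 of the weaker ones, and the fits without untreated replicate 2 or 3 31 and 37. No filter on low counts gave 39 of the stronger ones, and the library series as a block 32, with 2 weaker. With this block *Btg2* was past the threshold with dilation in 8 cell types instead of 4, *Pde10a* in 8 instead of 7 and *Junb* in 7 instead of 5. Of 4920 values of CPM, 311 moved by more than the SD between libraries, 213 of them with all 8 libraries in the mean.

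Numbers of genes past the threshold moved by over 1.5 times as follows, where the main values were 5 in CB, 1 in CBE, 0 in endothelial cells (90 at an unadjusted p under 0.05), 84 in iris PE, 2054 in dilator muscle, 40 in leukocytes, 139 in sphincter 1, 192 in sphincter 2, 104 in stroma 1, 221 in stroma 2 and 2840 in all with dilation, and 10 in all with constriction. With Bonferroni adjustment, which is stricter by construction, they were 3 in CB, 12 in iris PE, 176 in dilator muscle, 6 in leukocytes, 22 in sphincter 1, 33 in sphincter 2, 14 in stroma 1 and 12 in stroma 2, 279 in all and 4 with constriction. With at most 50 nuclei per library and cell type, and so fewer counts, they were 1 in CB, 0 in CBE (237 at an unadjusted p under 0.05), 24 in iris PE, 311 in dilator muscle, 68 in sphincter 1, 103 in sphincter 2, 15 in stroma 1 and 36 in stroma 2, 590 in all and 19 with constriction.

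For the remaining alternatives the cause was not tested. With the Wald test of DESeq2 the numbers were 2 in CBE, 3 in endothelial cells, 159 in iris PE, 25 in leukocytes, 86 in sphincter 1 and 90 in sphincter 2, and 70 with constriction. With at least 10 counts in every library they were 0 in CB (190 at an unadjusted p under 0.05), 0 in CBE (157 at an unadjusted p under 0.05) and 19 in leukocytes, and 19 with constriction. Without a filter on low counts they were 49 in CB, 33 in CBE, 18 in endothelial cells, 255 in iris PE, 210 in sphincter 1, 246 in stroma 1 and 689 in stroma 2, and 299 with constriction. With only the 2 compared groups in the fit they were 13 in CB, 6 in CBE, 15 in endothelial cells, 70 in leukocytes, 211 in sphincter 1 and 190 in stroma 1, and 20 with constriction. With the fold threshold on the log2(1 + counts per 10000) scale they were 21 in iris PE, 235 in dilator muscle, 80 in sphincter 1, 35 in stroma 1 and 86 in stroma 2, 635 in all and 5 with constriction. Without doublets the number with constriction was 18. DESeq2 size factors in edgeR and no fold threshold moved none of these numbers by over 1.5 times.

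With the library series as a block the numbers were 42 in CB, 26 in CBE, 5 in endothelial cells, 368 in iris PE, 3138 in dilator muscle, 325 in sphincter 1, 350 in sphincter 2, 390 in stroma 1 and 647 in stroma 2, 5335 in all and 87 with constriction, and the leukocytes had 44. Within dilator muscle, stroma 2 and iris PE, the deviations of 2 libraries from the means of their conditions correlated at 0.135 to 0.453 in the same series and at -0.453 to -0.126 in different series, constricted replicate 2 left out. Deviations from the mean of a condition cancel within it, and those of the 2 dilated libraries are exact mirrors. The negative values are thus not separate evidence of a difference between series.

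The replicate numbers do not pair all libraries. Of 7 pairs with the same number, the 5 that also share a series correlated at 0.135 to 0.447, but the 2 across series did not: constricted and untreated replicate 2 correlated at -0.0153 to -0.0061, and constricted and dilated replicate 2 at -0.0331 to -0.0183. With the replicate block the numbers were 21 in CB, 8 in CBE and 178 in iris PE, and 76 with constriction.

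Across the fits that each left out 1 library, the numbers ranged from 2 to 27 in CB, 0 to 3 in CBE, 0 to 5 in endothelial cells, 15 to 137 in iris PE, 1143 to 2273 in dilator muscle, 7 to 52 in leukocytes, 45 to 186 in sphincter 1, 61 to 235 in sphincter 2, 18 to 140 in stroma 1, 22 to 280 in stroma 2 and 1373 to 3268 in all with dilation, and 1 to 51 with constriction. The lowest were without untreated replicate 3, except in dilator muscle, without untreated replicate 2, and in CBE and endothelial cells other fits gave the same 0 (without untreated replicate 3, 246 and 42 at an unadjusted p under 0.05).

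R2 with the genes of at least 0.1 counts per 10000 was 0.731 between dilator and sphincter muscle, 0.814 between the sphincter types, 0.319 between the stroma types and 0.875 in dilator muscle for dilated against untreated, and the library correlations were 0.971 at the lowest within a condition, 0.980 for constricted with untreated and 0.958 for dilated with another condition. With a pseudocount of 0.1 the R2 values were 0.892, 0.695 for the stroma types and 0.947 for dilated dilator muscle, and the dilated correlation was 0.981. Untransformed counts gave correlations of 0.9985, 0.9993 and 0.9988. The R2 of dilated dilator muscle ranged from 0.895 to 0.924 with 1 library left out.

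The log2 ratio of *Tfap2b* in stroma 2 over the next cell type was 5.98 without doublets and 4.61 as the mean over nuclei. That of *Nos1* in dilator muscle was 2.92 as the mean over nuclei, 2.65 with all 8 libraries, and 2.51 to 3.08 with 1 untreated library left out. That of *Itpr1* over *Itpr2* was 4.96 with all 8 libraries. With 20 dilator transcripts as reference for free RNA, *Pde10a* rose by more than the reference in 2 of 9 cell types, against 4 with 5 transcripts.

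Few counts limit the rare types: 1352 genes could be tested in endothelial cells, against 15395 in dilator muscle. In simulated counts with 200 changed genes, 142 were recovered in dilator muscle and 153 in stroma 1, and the comparison without any change gave 1 and 0 calls. Where an alternative left too few counts for a gene, no value is given.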

Differences from the paper's values

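The fold threshold on the log2(1 + counts per 10000) scale and the library series as a block were chosen only after the results were seen.

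The highest correlation between 2 libraries of a condition was 0.998 against the paper's 0.99, a difference above the SD between pairs of libraries. None of the alternatives set before the data were examined closed the gap: the value was 0.998 with a pseudocount of 0.1, 0.997 with the genes of at least 0.1 counts per 10000 and 0.99995 with untransformed counts.

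The numbers of changes with dilation listed in the paper's Supplementary file 3 differ from the numbers past the threshold here in 6 of 9 cell types. The file's heading speaks of 25 increased and 25 decreased transcripts for each cell type and the text calls them examples, so the length of a list need not be the number of all changes found for the paper. The fold changes of the file are on the log2(1 + counts per 10000) scale. On that scale, none of the 47 listed fold changes of genes named here differs.

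For CB, the paper's list holds 33 and 5 genes were past the threshold. Of the alternatives set before the data were examined, no filter on low counts (49) and leaving out untreated replicate 1 (27) closed the gap and the others did not. The library series as a block, chosen after the values were seen, gave 42.

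For CBE the paper's list holds 12, against 1 here. The fit with the replicate number as a block gave 8, and it is the only alternative set before the data were examined that closed the gap.

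Iris PE has 36 in the paper's list and 84 here. At most 50 nuclei per library and cell type (24) and leaving out untreated replicate 2 (26) closed the gap, and no other alternative set before the data were examined did.

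Dilator muscle has 246 in the paper's list and 2054 here. Bonferroni adjustment, which the paper's methods state, gave 176 and at most 50 nuclei per library and cell type 311, both within 1.5 times the length of the list, and the other alternatives set before the data were examined did not close the gap. With the fold threshold on the log2(1 + counts per 10000) scale, chosen after the values were seen, the number was 235.

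In sphincter 2 the paper's list holds 117 and 192 genes were past the threshold. The gap closed with the Wald test of DESeq2 (90), with at least 10 counts in every library (130), with at most 50 nuclei (103) and without untreated replicate 1 (159) or 2 (81), but with no other alternative set before the data were examined. The fold threshold on the log2(1 + counts per 10000) scale, chosen after the values were seen, gave 133.

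In stroma 1 the paper's list holds 43, against 104 here. Leaving out untreated replicate 2 gave 29, the only alternative set before the data were examined to close the gap. The fold threshold on the log2(1 + counts per 10000) scale gave 35 and was chosen after the values were seen.

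The paper describes *Btg2* as raised in dilator muscle specifically, although its Supplementary file 3 also lists it for iris PE, with a log2 fold change of 0.65 on its scale, against 2.25 in dilator muscle. It was past the threshold here in 4 cell types, with log2 fold changes of 5.50 in dilator muscle, 2.76 in iris PE, 2.24 in sphincter 2 and 1.58 in stroma 2, although the first was larger than each of the others. With the library series as a block, chosen after the values were seen, the number was 8. The check for free RNA from dilator nuclei is given with the flagged results.

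The paper counts *Pde4d* among the phosphodiesterase transcripts that rise with dilation. It was past the threshold in none of the cell types in any alternative. The value in sphincter 1, the cell type for which it is listed, was 0.53 (adjusted p = 0.222) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

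The paper places *Pde10a* first among the increased transcripts of dilator muscle, sphincter 2, stroma 1, iris PE, CB and CBE and near the first in the others. On its scale the first part holds in each of these, and in the other cell types the rank was 6 in sphincter 1, 12 in stroma 2, 21 in leukocytes and 475 in endothelial cells. By the fold change of edgeR it was not first in dilator muscle, CB or stroma 1.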

Other observations

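The tests for *Pde10a* in stroma 2, for *Adra1a*, of the clock with the library series as a block and of R2 at equal nuclei and UMIs were chosen only after the results were seen.

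*Pde10a* in stroma 2 was at 176, 645 and 167 CPM in the 3 constricted libraries, against 33.4 to 40.3 CPM in the untreated ones. The log2 fold change was 3.18 with an adjusted p of 0.0546 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 libraries. It was past the threshold in 12 of 18 alternatives, with log2 fold changes from 2.23 (without constricted replicate 2) to 3.49 (without constricted replicate 1) and adjusted p-values from 4.0e-48 to 0.450. Free RNA from dilator muscle would rise there too, but the increase in dilator muscle was 0.0716% of that in stroma 2. Without doublets the value was 3.17. These values argue against both explanations, and a rise with pilocarpine in stroma 2 remains a hypothesis. Whether the change differs from that in other cell types was not tested.

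Glucocorticoid-responsive transcripts were higher with dilation as a list in most cell types. Of the 16 on the list, 6 are labelled in the study's figures. For the other 10, the median log2 fold change was above the 95th percentile of random lists in 7 of 8 cell types (0.26 to 1.04) with dilation and in 1 of 8 (-0.24 to 0.51) with constriction. The whole list was above it in 9 of 9 cell types (0.77 to 1.85) and in 4 of 9 (-0.03 to 0.32). Random lists hold neither the spread between libraries nor the co-regulation of related genes. Singly, 8 transcripts of the whole list passed the threshold with dilation in dilator muscle, but 0 in CB, CBE, iris PE, leukocytes and stroma 1. A glucocorticoid response in every cell type is a candidate explanation, which these values are consistent with. The reason for such a response, by the drugs, the dark or handling, was not tested, and the list overlaps the clock list in *Per1*.

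Immediate early transcripts were higher with dilation. The 11 of 15 that the study's figures do not label could be tested as a list in 3 cell types, and the median was above the 95th percentile in 3 of 3 (1.29 to 4.72). With constriction it was in 0 of 3 (-1.40 to 0.07), and below the 5th percentile in 2. The whole list was above it in 8 of 8 cell types with dilation (1.09 to 4.72) and in 0 of 8 with constriction (-1.42 to 0.08), and with constriction below the 5th percentile in 4. In dilator muscle, 12 of 12 tested were past the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A release during nuclear isolation to the same extent in every library would cancel in both comparisons. In dilated dilator muscle, the paper reports EGR1 protein by immunostaining and more *Btg2* and *Junb* by in situ hybridization, in tissue without nuclear isolation. These observations argue against release as the whole source for *Egr1*, *Btg2* and *Junb* there. For the rest of the list and the other cell types, a release larger in the dilated libraries and a response in the eye cannot be told apart. Each library was isolated once and no value records its isolation. Free RNA from dilator nuclei was not tested for the list in the other cell types.

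Another phase of the circadian clock in the dilated mice would move *Arntl* and *Npas2* against the first 5 transcripts of the clock list. In the fit without a block this was seen in 0 of 5 cell types with at least 3 of the 5 tested. Clock transcripts also follow the library series: *Npas2* in stroma 2 was at 204 to 273 CPM in the 3 libraries of the first series and at 8.70 to 48.4 CPM in the 4 of the third, and *Arntl* in dilator muscle at 82.3 to 140 CPM in the 3 libraries of the first series and at 9.00 to 55.7 CPM in the 4 of the third. With the series as a block it was seen in 2 of 5, CB and iris PE. In dilator muscle with that block, *Tef* changed by -1.57 (adjusted p = 7.4e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Nr1d1* by -0.61, *Dbp* by -0.24, *Arntl* by -0.03 and *Npas2* by -0.36, whereas *Per1* rose by 2.87 (adjusted p = 9.0e-04) and *Per2* by 1.07. Without the block the values were -1.66, -1.06, -0.90, 0.59, 0.14, 2.67 and 0.66. Within each series *Tef* was lower in the dilated library, 15.2 CPM against 61.9 and 84.6, and 52.5 CPM against 103, 117 and 152. A shift of phase and another response of *Per1* and *Per2* cannot be told apart, because members of the list go both ways, the cell types differ and *Per1* is on 2 lists. Without the block, the median of the 5 was above the 95th percentile of random lists in 3 of 5 cell types with dilation (0.09 to 1.36) and in 3 of 5 with constriction (-0.21 to 0.83).

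Nuclei of iris PE or CB among those called dilator would raise the markers of these types in dilated dilator nuclei. Of 8 markers, 5 had a log2 fold change above 0, but by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment *Tnr* rose by 0.81 (adjusted p = 0.0423) and *Wnt16* fell by 1.12 (adjusted p = 0.00153), both of iris PE, so that an admixture is unlikely to explain lower dilator transcripts. For the lower level of *Adra1a*, 30.4% of the nuclei would have to be of other types. The increase of the markers reached that share of their level in iris PE or CB for 0 of 8, and was at most 6.57%, for *Tnr*. Over the cell types, the median of the iris PE markers was above the 95th percentile of random lists in 1 of 7 and below the 5th in 1 with dilation (-0.44 to 0.51), and that of the CB markers in 1 of 7 and 0 (-0.14 to 0.38).

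R2 between constricted and untreated nuclei was lower in the cell types with fewer nuclei. With nuclei and UMIs drawn to the same number for each cell type and condition (51 and 106413, mean of 20 draws), the R2 of the 8 larger cell types was 0.844 to 0.869, and in 8 of the 8 it lay above that of leukocytes, 0.839, and of endothelial cells, 0.817. Fewer nuclei and UMIs thus lower R2, but for the lowest values in these 2 types, counting noise and another difference cannot be told apart, since R2 also depends on how counts are spread over genes.

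Transcripts of the Y chromosome were few, with 23 to 91 UMIs of *Ddx3y* in a library, next to 13054 to 88871 of *Xist*. *Ddx3y* was at 20.4 CPM (normalized by TMM) in the dilator muscle of untreated replicate 1 and at 1.13 to 4.50 CPM in the other 7 libraries. It was at 16.1 CPM in the iris PE of that library, against 0.362 to 5.02 in the others. In stroma 2 it was at 17.4 CPM there, against 1.60 to 6.02. Whether that pool holds male nuclei was not tested. With dilation, *Ddx3y* changed by -0.88 (adjusted p = 0.565) in dilator muscle, -2.19 (adjusted p = 0.517) in iris PE and -1.15 (adjusted p = 0.693) in stroma 2, and *Uty* by 0.44 (adjusted p = 0.617) and -0.31 (adjusted p = 0.981) in the first 2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None passed the threshold.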
